# Loss of Ezh2 promotes a midbrain-to-forebrain identity switch by direct gene derepression and Wnt-dependent regulation

**DOI:** 10.1186/s12915-015-0210-9

**Published:** 2015-11-30

**Authors:** Martina Zemke, Kalina Draganova, Annika Klug, Anne Schöler, Luis Zurkirchen, Max Hans-Peter Gay, Phil Cheng, Haruhiko Koseki, Tomas Valenta, Dirk Schübeler, Konrad Basler, Lukas Sommer

**Keywords:** Brain area identify, Epigenetics, Ezh2, Midbrain development, Neural stem cells, Wnt/β-catenin signaling

## Abstract

**Background:**

Precise spatiotemporal control of gene expression is essential for the establishment of correct cell numbers and identities during brain development. This process involves epigenetic control mechanisms, such as those mediated by the polycomb group protein Ezh2, which catalyzes trimethylation of histone H3K27 (H3K27me3) and thereby represses gene expression.

**Results:**

Herein, we show that Ezh2 plays a crucial role in the development and maintenance of the midbrain. Conditional deletion of *Ezh2* in the developing midbrain resulted in decreased neural progenitor proliferation, which is associated with derepression of cell cycle inhibitors and negative regulation of Wnt/β-catenin signaling. Of note, Ezh2 ablation also promoted ectopic expression of a forebrain transcriptional program involving derepression of the forebrain determinants Foxg1 and Pax6. This was accompanied by reduced expression of midbrain markers, including Pax3 and Pax7, as a consequence of decreased Wnt/β-catenin signaling.

**Conclusion:**

Ezh2 is required for appropriate brain growth and maintenance of regional identity by H3K27me3-mediated gene repression and control of canonical Wnt signaling.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12915-015-0210-9) contains supplementary material, which is available to authorized users.

## Background

During organogenesis, cell proliferation, differentiation, and morphogenesis have to be tightly coordinated. This process involves extensive changes in gene expression, which entails epigenetic mechanisms such as DNA methylation, nucleosome remodeling, and post-translational modifications of the histones [1]. Epigenetic modifications mark the genome as regions that are either accessible or closed for the transcription machinery. Since these modifications can be inherited through cell divisions, epigenetic control is thought to maintain identity and behavior of a given cell type. Accordingly, fate switches associated, for instance, with the transition from a proliferative multipotent progenitor cell to a non-dividing terminally differentiated cell type, are accompanied and potentially controlled by changes in epigenetic information.

Key players in this process are polycomb group (PcG) proteins that form two complexes, polycomb repressive complex (PRC) 1 and PRC2, which repress gene activity by catalyzing trimethylation of lysine 27 on histone H3 (H3K27me3) [2, 3]. The catalytic subunit of PRC2 is the methyltransferase enhancer of zeste homolog 2 (Ezh2) or its homolog Ezh1 [4]. Ezh2 is essential for vertebrate development since mice lacking Ezh2 die around gastrulation [5]. A role of PcG proteins in the developing nervous system was suggested by experiments in embryonic stem cells undergoing neural differentiation, in which genes active during neurogenesis were shown to be dynamically marked by H3K27me3 and interference with demethylation of H3K27me3 prevented proper acquisition of a neural fate [1, 6, 7]. Conditional knock out (cko) of *Ezh2* in the developing murine forebrain around embryonic day (E) 10, i.e. before onset of neurogenesis, shifted the balance between self-renewal and differentiation of neural progenitors cells (NPCs) towards neuronal differentiation [8]. Similarly, the PRC1 component, Bmi1, was shown to control proliferation and self-renewal of NPCs during embryonic development by repressing the cell cycle inhibitor p21 [9]. However, at a later stage of cortical development, PcG proteins were reported to regulate the timely transition from neurogenesis to astrogenesis by repressing, among others, the proneural transcription factor Neurog1 [10]. These data reveal additional roles of Ezh2 during central nervous system development, apart from regulating stem cell properties. In support of this notion, downregulation of Ezh2 in NPC cultures derived from the forebrain at E14 promoted astrogenesis at the expense of oligodendrocyte development [11]. In contrast, conditional deletion of *Ezh2* in the neural crest did not affect stem cell proliferation and self-renewal nor timely neurogenesis and gliogenesis in the peripheral nervous system [12]. Together, these findings demonstrate that PcG proteins function in a cell type- and stage-dependent manner during neural development, presumably by repression of distinct sets of target genes.

To further address this issue, we conditionally deleted Ezh2 in the developing murine midbrain. Loss of Ezh2 resulted in drastically reduced growth of midbrain NPCs, which we found to involve derepression of specific cell cycle inhibitors as well as reduced canonical Wnt signaling. Moreover, *Ezh2* ablation in the midbrain led to derepression of a forebrain transcriptional program associated with reduced expression of midbrain markers. Thus, our study not only provides mechanistic insights on how NPC pool size is regulated in the midbrain, but also reveals a novel function of Ezh2 in consolidating regional identities in the developing brain.

## Results

### Conditional inactivation of *Ezh2* in the developing midbrain affects progenitor cell expansion

To address the role of Ezh2-mediated H3K27me3 in the developing midbrain, we conditionally deleted *Ezh2* in mice homozygous for the floxed allele of *Ezh2* using the *Wnt1-Cre* allele (Fig. 1a) [10, 12]. *Wnt1-Cre*^+^/*Ezh2*^[SET]^^*lox/lox*^ conditional knock-out (Ezh2 cko) mice survive to late developmental stages, but die around E18, displaying craniofacial abnormalities and heart malformations caused by concomitant activity of *Wnt1-Cre* in the neural crest [12]. In the midbrain, ablation of Ezh2 was evident from E10.5 onwards (Additional file 1: Figure S1). Of note, Ezh1 expression was very low in the embryonic midbrain and, importantly, was not affected upon conditional *Ezh2* inactivation (Additional file 1: Figure S1). Ezh2 loss was associated with widespread loss of H3K27me3, as shown by immunohistochemistry at E12.5 (Fig. 1b, c). Using the *ROSA26* Cre reporter allele driving β-galactosidase expression, we could also show full Wnt1-Cre-mediated recombination in the caudal midbrain [13]. Histological analyses revealed a marked reduction of the neuroepithelial thickness in the midbrain of *Ezh2* cko embryos at E12.5 as compared to normal embryos, which was even more pronounced at E14.5 (Fig. 1d). Furthermore, horizontal expansion of the neuroepithelium was decreased in mutant midbrains, as was most apparent in the isthmal and inferior tectal region at E12.5 (Fig. 1d).

**Fig. 1:**
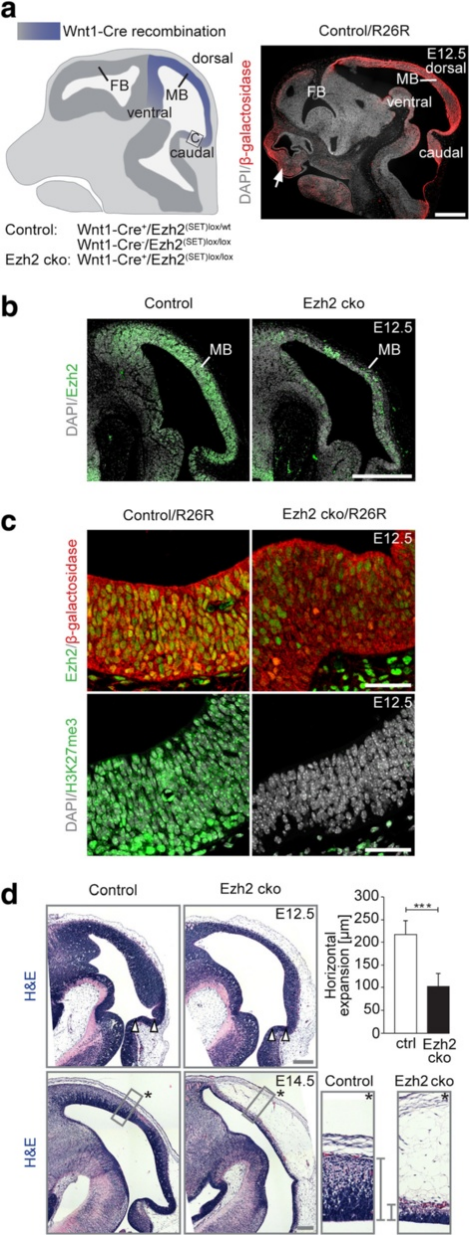
Wnt1-Cre-mediated Ezh2/H3K27me3 ablation affects midbrain expansion. (**a**) Left panel: scheme of the recombination area of the *Wnt1-Cre* line (indicated in blue) in the murine midbrain at E12.5. *Wnt1-Cre* ^*+*^ */Ezh2* ^*[SET]lox/wt*^ and *Wnt1-Cre* ^*−*^ */Ezh2* ^*[SET]lox/lox*^ mice are used as control while *Wnt1-Cre* ^*+*^ */Ezh2* ^*[SET]lox/lox*^ animals are referred to as Ezh2 conditional knock-out (cko). Right panel: Wnt1-Cre-driven recombination of the *R26R* reporter allele has been visualized by immunostaining against β-galactosidase, confirming recombination of the midbrain. Note that neural crest cells giving rise to craniofacial structures (white arrow) are also Wnt1-Cre recombined. (**b**) Immunostaining for Ezh2 reveals complete and partial ablation of Ezh2 protein in the caudal and rostral dorsal midbrain, respectively. (**c**) β-galactosidase immunostaining confirms full recombination of the caudal midbrain resulting in the absence of Ezh2 protein (upper panel) and the H3K27me3 repressive mark in the mutant (lower panel). (**d**) Hematoxylin and eosin staining (H&E) on sagittal midbrain sections at E12.5 (upper panel) and E14.5 (lower panel). Ezh2-deficient midbrains show reduced horizontal expansion in the inferior tectal region from E12.5 onwards (white arrowheads). n ≥3 in each group, ***P ≤0.001, Student’s *t*-test. Also, mutant neuroepithelium at E14.5 is thinner than the control highlighted by the grey brackets in high magnification pictures (asterisk indicates basal). Note that at E14.5 recombined neural crest-derived mesenchyme between neural epithelium and surface ectoderm is expanded in the mutant. DAPI staining serves as nuclear marker: **a** (right panel), **b**, **c** (lower panel); Scale bars: **a**, **b**, 500 μm; **c**, 40 μm; **d**, 200 μm; Error bars indicate SD; FB, Forebrain; MB, Midbrain; ctrl, Control

These data are consistent with altered cell cycling of mutant neuroepithelial progenitor cells [14]. Indeed, the number of proliferative cells incorporating the thymidine analogue EdU during a 1-hour EdU pulse was significantly reduced in the developing midbrain of *Ezh2* cko embryos at E12.5 as compared to control littermates (Fig. 2a). The decrease of proliferative cells in the mutant midbrain could be associated with mutant neuroepithelial cells preferentially choosing to exit rather than to remain in the cell cycle. To address this possibility, we determined the fraction of Ki67-positive dividing cells after a BrdU pulse of 24 hours. Cells that had left the cell cycle were BrdU-positive but Ki67-negative, while cells that were still in the cell cycle at the time point of analysis were both BrdU- and Ki67-positive. At E12.5, a highly significant increase of cells exiting the cell cycle was detectable in the mutant as compared to the control (Fig. 2b). Immunohistochemistry for the NPC marker Sox2 and the differentiation marker Dcx further demonstrated that decreased proliferation in the midbrain of *Ezh2* cko embryos at E12.5 was accompanied by a reduction in the number of progenitor cells and a concomitant increase in differentiation (Fig. 2c). The increased neurogenesis in the *Ezh2* cko midbrain was also confirmed at E14.5 (Additional file 1: Figure S2). Cell survival was impaired in the dorsal rostral midbrain of mutant embryos but unchanged in the area used for quantification of mitotic cells (Fig. 2d). Thus, Ezh2 is essential for proper midbrain formation by controlling the pool size of NPCs.

**Fig. 2:**
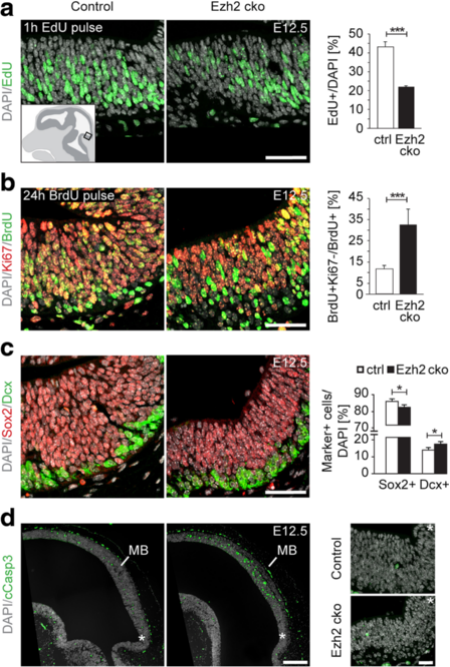
Ezh2-deficient neural progenitor cells (NPCs) show reduced proliferation and precocious cell cycle exit. (**a**–**c**) Confocal images of the inferior tectal midbrain at E12.5 with respective quantification. Cartoon insert indicates area of analysis for a–c. (**a**) Immunostaining against the thymidine analogue EdU after 1-h pulse labeling reveals reduced proliferation of NPCs in Ezh2-deficient cells. n ≥3 in each group, ***P ≤0.001, Student’s *t*-test. (**b**) After a 24-h BrdU pulse, staining against BrdU and the proliferation marker Ki67 distinguishes cells that have exited the cell cycle as BrdU-positive and Ki67-negative. Quantification of BrdU^ + ^Ki67^−^/BrdU^+^ cells demonstrates increased cell cycle exit of mutant NPCs. n ≥3 in each group, ***P ≤0.001, Student’s *t-*test. (**c**) Ezh2-deficient NPCs differentiate precociously as the quantification of Sox2-positive NPCs and Dcx-positive neurons show. n ≥3 in each group, *P ≤0.05, Student’s *t*-test. (**d**) Immunostaining for cleaved Caspase3 on sagittal midbrain sections reveals increased apoptosis in the dorsal midbrain of the mutant as compared to the control. In contrast, higher magnification confocal micrographs of the inferior tectal midbrain (indicated by the white asterisk) display no apoptosis. DAPI staining serves as nuclear marker for all images. Scale bars: **a**–**c**, 40 μm, **d**, 200 μm (left panel), 40 μm (right panel); Error bars indicate SD; ctrl, Control

### Ezh2 controls proliferation of neural progenitor cells by repressing cell cycle regulators and inhibitors of Wnt signaling

To identify the molecular mechanisms mediating Ezh2-dependent midbrain development, we used microarray analysis to compare the global gene expression patterns of control versus *Ezh2* cko cells isolated from the dorsal midbrain of E10.5 embryos. 

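Total RNA from dorsal midbrain of 3 control and 3 *Ezh2* cko samples at embryonic day 10.5 was hybridized to Affymetrix A430 arrays, with 1 array per sample. In the *Ezh2* cko, Wnt1-Cre removes the part of *Ezh2* that encodes the SET domain, which carries the histone methyltransferase activity, from midbrain cells. By the methods, the controls either lacked Cre or kept a wild-type allele of *Ezh2*. The labels give every control as WT, which matches neither kind and does not tell them apart. The methods state that each group came from 2 litters, and the labels do not assign the samples to litters. The deposited values are log2 signals made by the submitters with RMA, which corrects background, gives the arrays a shared distribution of values and summarises the probes of each set. Such a signal has no level that marks absence of a transcript and depends on the probes, so each probe set is compared only with itself across the arrays. The number of arrays limits the precision, and other limits were not compared with it.

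The 64 control sets on each array were left out, and the other 45037 probe sets were tested with limma, *Ezh2* cko minus control. Of these, 34945 have 1 gene symbol in the platform's annotation, 932 have several and 9160 have none. Symbols for 10 of the latter were taken from Table S1. A gene with several probe sets is represented by the set with the highest mean over all 6 arrays, which gives 18202 genes. A gene is said to have risen or fallen only where its Benjamini-Hochberg adjusted p, over all probe sets tested, is under 0.05. Counts are also given at the threshold of the methods, a change of at least 1.75-fold with an unadjusted p of at most 0.01, for which the methods name no test. The array carries 1 probe set for *Ezh2* itself, at a log2 signal of 11.70 ± 0.05 (SD, n = 3) in controls and 11.75 ± 0.04 (SD, n = 3) in the *Ezh2* cko, with an adjusted p = 0.918 from limma. The tables used do not place this probe set inside or outside the deleted part of the gene, so it does not check the deletion.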

Cluster analysis of the transcriptome data indicated that the vast majority of differentially expressed genes were transcriptionally upregulated upon loss of *Ezh2* (Fig. 3a). This is consistent with the role of Ezh2 as a transcriptional repressor [15]. 

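Far more genes rose than fell in the *Ezh2* cko midbrain. At an adjusted p under 0.05 from limma, 83 probe sets were higher and 2 were lower. With the unpaired t-test that the methods name for statistics in general, 0 passed the adjusted p and 61 passed the threshold of the methods. Among the rises, *Pmaip1*, which encodes the pro-apoptotic protein Noxa, was 3.27-fold higher (log2 difference 1.71, standard error 0.17, adjusted p = 0.00933). *Bmi1*, which encodes a member of Polycomb repressive complex 1, was 2.08-fold higher (adjusted p = 0.00671), and both of its probe sets rose. The single gene that fell was *H2az2*, which encodes a form of the histone variant H2A.Z. It fell by 0.72 on the log2 scale (standard error 0.08, adjusted p = 0.00933), and both of its probe sets fell.

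At the threshold of the methods, 108 probe sets were higher and 9 were lower, so that 92.3% were higher (exact binomial 95% interval 85.9 to 96.4%). With no fold minimum and the adjusted p, the share was 97.6% (91.8 to 99.7%). Both intervals treat the probe sets as independent, although they share arrays and some share a gene. They describe the counts and do not measure the variation between embryos. All 85 probe sets past the adjusted p, and 114 of the 117 at the threshold of the methods, had every *Ezh2* cko array on one side of every control array, which chance gives for 10% of probe sets with 3 arrays against 3, but these were picked by a small p, which favors it. The largest falls past only the threshold of the methods with no overlap between the groups included those of *Pdzph1*, *Gm20083*, *Pdzrn4*, *Tal2* and *Ntn1*, at log2 differences of -0.99 to -0.84. None of these 5 passed the adjusted p.

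The arrays were not alike in their content of neuronal transcripts. The median of 19 neuron markers, as a log2 deviation from each gene's mean over the arrays, was -0.45, -0.05 and 0.00 in the controls and -0.08, 0.16 and 0.39 in the *Ezh2* cko. Leaving out single arrays moved the count past the adjusted p to 35, 21 and 26 without control replicates 1, 2 and 3, and to 33, 46 and 39 without *Ezh2* cko replicates 1, 2 and 3. *Pmaip1* lost its call without any of 3 arrays and *H2az2* without any of 4, at adjusted p-values of at most 0.0564 and 0.0598. The mean of the neuron markers was also used as a term of the model, an alternative chosen after the data were seen. With it, 7 probe sets were higher and 2 were lower at the adjusted p. At the threshold of the methods, 91 were higher and 24 lower. That mean was on average higher in the *Ezh2* cko, and the paper reports increased differentiation there at later stages. The term may therefore remove part of an effect of Ezh2 loss. The lower count does not show that neuronal content explains the calls. The 23 genes checked that passed without this term kept their direction and at least 0.729 of their log2 difference with it, and 3 of them still passed the adjusted p. From its cluster analysis of these arrays, in which most differentially expressed genes were higher, the paper connects the direction with the role of Ezh2 as a transcriptional repressor.

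**Figure D1:**
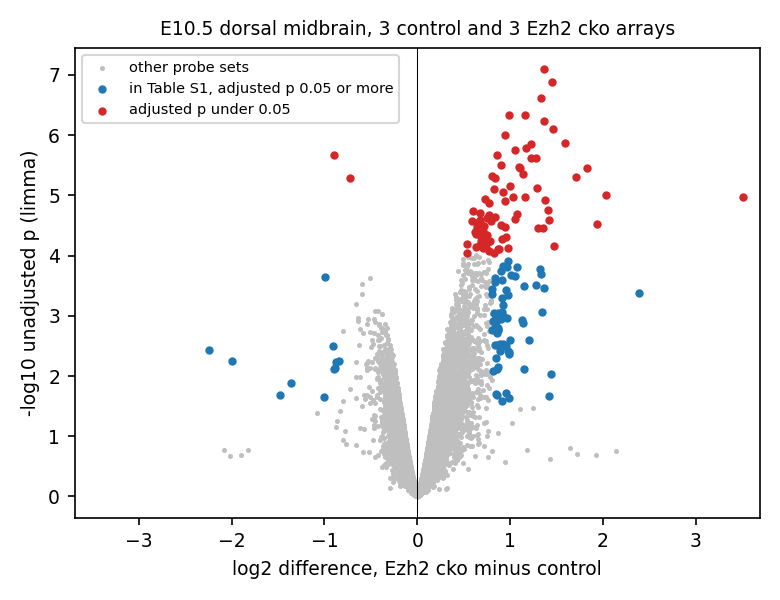
Log2 difference, *Ezh2* cko minus control, of every probe set tested (x axis) against the negative log10 of its unadjusted p from limma (y axis). Red points are the 85 probe sets past an adjusted p of 0.05, of which 83 lie to the right of 0 and 2 to the left, and blue points are the probe sets of Table S1 that do not pass it.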

Gene ontology analysis of process networks revealed that differentially expressed genes were involved, among others, in negative regulation of proliferation, Wnt signaling, and cell cycle regulation (Additional file 1: Figure S3). 

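Lists of BMP and TGF-beta, axon guidance and p53 target genes were on average higher in the *Ezh2* cko midbrain, by small amounts, in a test that none of them passed with an estimated correlation between genes. Of 21 BMP and TGF-beta genes, *Gdf10*, which encodes a secreted ligand of this family, rose 1.90-fold (adjusted p = 0.0136), none fell and 20 did not pass the test (6 higher and none lower when adjusted over the list alone). The call of *Gdf10* held without *Ezh2* cko replicate 2 and was lost without any other array, with adjusted p-values of up to 0.0682. The median log2 difference of the list was 0.13 (camera adjusted p = 3.19e-05, and adjusted p = 0.135 with an estimated correlation). Of 30 axon guidance genes, none passed over all probe sets tested, and 6 were higher and 1 was lower when adjusted over the list alone. *Epha3*, which encodes an ephrin receptor, had a log2 difference of 1.15 (adjusted p = 0.0934) and *Dcc*, which encodes a netrin receptor, of 0.91 (adjusted p = 0.181), although 1 of its other probe sets gave -0.20, while that of the netrin gene *Ntn1* was -0.84 (adjusted p = 0.355). The median of the axon guidance list was 0.15 (camera adjusted p = 3.81e-06, and adjusted p = 0.104 with an estimated correlation). *Pmaip1* was the 1 gene of 20 targets of p53 that rose, with 19 not past the test (5 higher when adjusted over the list alone, median 0.13, camera adjusted p = 3.81e-06, and adjusted p = 0.162 with an estimated correlation). *Cdkn1a*, also among these targets, had 1 probe set that rose (log2 difference 0.71, adjusted p = 0.0424), but not the one that represents the gene.

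The paper took its networks from the genes of Table S1. The lists used here were fixed before the data were examined, but Table S1 was known, and 2 of the BMP and TGF-beta genes, 3 of the axon guidance genes and 2 of the p53 targets are in it, so those members are not independent evidence. Camera compares each list with all other genes, with a preset correlation of 0.01 between genes, and its p is adjusted over 29 lists. Of these, 18 passed, all toward higher signal, and with an estimated correlation none did.

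Markers of some other cell types were on average higher. None of 19 neuron, 15 mesenchyme or 13 macrophage markers passed over all probe sets tested, yet their median log2 differences were 0.36, 0.25 and 0.17 (camera adjusted p-values 6.15e-08, 1.28e-05 and 0.000627, and 0.321, 0.321 and 0.406 with an estimated correlation). When adjusted over the list alone, 2 of the mesenchyme markers were higher and none of the neuron or macrophage markers was. Without control replicate 1 the macrophage list no longer passed (camera adjusted p = 0.0938). The endothelial and erythroid markers, with medians of 0.06 and -0.08, did not pass (camera adjusted p-values 0.271 and 0.455). Without *Ezh2* cko replicate 3 the endothelial list passed toward higher signal (median 0.10, camera adjusted p = 0.00659), and without control replicate 1 the erythroid list passed toward lower signal (median -0.17, camera adjusted p = 0.0258). Across single arrays left out, the medians ranged from 0.006 to 0.10 for endothelial and from -0.17 to 0.05 for erythroid markers. They ranged from 0.225 to 0.443 for neuron, 0.075 to 0.358 for mesenchyme and 0.073 to 0.260 for macrophage markers.
Of 24 epithelium markers, *Epcam* and *Cdh1*, which encode cell adhesion proteins, rose 2.51-fold (adjusted p = 0.00368) and 1.71-fold (adjusted p = 0.0166), and none fell (8 higher and 1 lower when adjusted over the list alone). The other probe set of *Epcam* had a log2 difference of 0.18 (adjusted p = 0.695). Of the probe sets of *Ocln*, which encodes a tight junction protein, 1 rose 2.46-fold (adjusted p = 0.0273) and the one that represents the gene did not pass (log2 difference 1.08, adjusted p = 0.0647). The epithelium list had a median of 0.03 (camera adjusted p = 0.000259, and adjusted p = 0.209 with an estimated correlation). That median ranged from 0.0087 to 0.137 without single arrays. The call of *Cdh1* held only with all arrays or without control replicate 1, with adjusted p-values of up to 0.0905.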

Since misregulation of those processes very likely contributes to the described mutant phenotype, we focused our analysis on the aforementioned process networks. Among the genes derepressed in *Ezh2* cko cells, were the cyclin-dependent kinase inhibitors (*Cdkn*) 2a and 2c, which negatively regulate cellular proliferation [16–19]. 

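*Cdkn2c*, which encodes an inhibitor of the kinases CDK4 and CDK6, rose in the *Ezh2* cko midbrain. Its log2 signal was 8.97 ± 0.35 (SD, n = 3) in the *Ezh2* cko and 7.55 ± 0.20 (SD, n = 3) in controls, a 2.68-fold difference (log2 difference 1.42, standard error 0.17, adjusted p = 0.0246 from limma). *Cdkn2a*, which encodes the tumor suppressors p16Ink4a and p19Arf, was 2.67-fold higher on average, but its spread in the *Ezh2* cko was wide, with 5.54 ± 1.21 (SD, n = 3) against 4.13 ± 0.34 (SD, n = 3) in controls, and it did not pass the test (adjusted p = 0.542). Every *Ezh2* cko array was above every control, of which the highest was at 4.40. *Ezh2* cko replicate 3, at 6.94, stood apart from the other *Ezh2* cko arrays, at 4.88 and 4.81. Without that replicate the log2 difference of *Cdkn2a* was 0.72 (unadjusted p = 0.00493 from limma, against 0.0211 with all arrays, and adjusted p = 0.456). Its neighbor *Cdkn2b*, which encodes p15Ink4b, had a log2 difference of 0.68 (adjusted p = 0.367). Of the probe sets of *Cdkn1a*, which encodes p21, 1 rose (log2 difference 0.71, adjusted p = 0.0424) and the one that represents the gene did not pass (0.58, adjusted p = 0.458).

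Over the list of 15 cell cycle inhibitors, 1 rose, none fell and 14 did not pass the test (2 higher when adjusted over the list alone, *Cdkn2b* and *Cdkn2c*), and 13 had a positive difference. The list holds *Cdkn2a* and *Cdkn2c*, which the study picked from these arrays. Its median log2 difference was 0.15 (camera adjusted p = 3.19e-05, and adjusted p = 0.254 with an estimated correlation), and 0.094 without *Ezh2* cko replicate 3. None of 27 proliferation genes, among them cyclins, *Mki67* and the Mcm helicase genes, rose or fell, also when adjusted over the list alone, and their median was -0.04 (camera adjusted p = 0.175). The call of *Cdkn2c* was lost without any 1 of the 3 controls or *Ezh2* cko replicate 2, with adjusted p-values of up to 0.102.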

Increased expression of *Cdkn2a* and *Cdkn2c* was also demonstrated by quantitative RT-PCR performed on midbrain cells isolated from E11.5 embryos (Fig. 3b). Moreover, in situ hybridization on sagittal sections of E12.5 control and mutant midbrains revealed the specific increase in expression of the cell cycle inhibitor *Cdkn2a* in *Ezh2* cko embryos (Fig. 3d). Finally, we performed an H3K27me3 ChIP assay on wildtype E11.5 midbrain cells and revealed that the promoters of *Cdkn2a* and *Cdkn2c* were occupied by H3K27me3. Thus, these cell cycle inhibitors appear to be direct targets of Ezh2-mediated epigenetic repression (Fig. 3c).

**Fig. 3:**
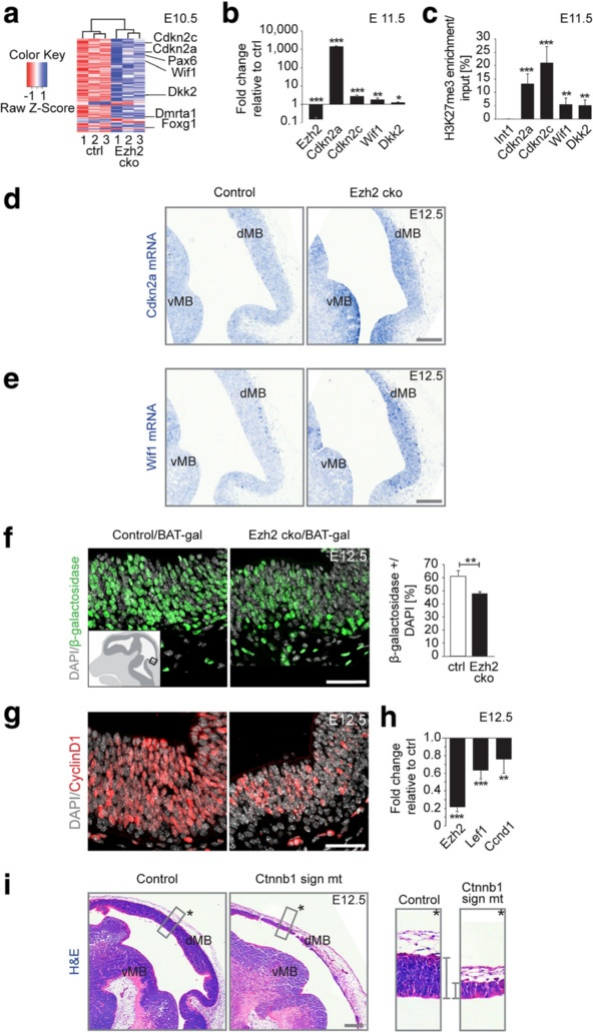
Neural progenitor cell proliferation is controlled by Ezh2-mediated repression of cell cycle and Wnt/β-catenin signaling inhibitors. (**a**) Microarray analysis of three dissected E10.5 control and mutant midbrains identified 126 differentially expressed genes (≥1.75×, *P* ≤0.01), the majority of which (114) are upregulated upon Ezh2 ablation. Genes further analyzed are indicated. (**b**) qRT-PCR for *Ezh2*, cell cycle regulators *Cdkn2a* and *Cdkn2c*, and Wnt signaling inhibitors *Wif1* and *Dkk2* on control and mutant E11.5 midbrains confirms microarray data. n ≥3 in each group, ***P ≤0.001, **P ≤0.01, *P ≤0.05, Student’s *t*-test. (**c**) Chromatin immunoprecipitation confirms the presence of H3K27me3 at the transcription start site (±500 bp) of *Cdkn2a*, *Cdkn2c*, *Wif1*, and *Dkk2*. Intergenic region *Int1* serves as unmethylated negative control. n ≥3 in each group, ***P ≤0.001, **P ≤0.01, Student’s *t*-test. (**d**–**e**) In situ hybridization for *Cdkn2a* (**d**) and *Wif1* (**e**) mRNA illustrates increased gene expression in Ezh2 mutants. (**f**) Immunostaining for β-galactosidase + cells on the BAT-*gal* Wnt/β-catenin signaling reporter line demonstrates diminished signaling in Ezh2-deficient midbrains. n ≥3 in each group, **P ≤0.01, Student’s *t*-test. Cartoon insert indicates area of analysis for **f** and **g**. (**g**) Immunostaining against CyclinD1 and qRT-PCR. (**h**) *Ccnd1* and *Lef1* Wnt signaling downstream targets show decreased expression upon Ezh2 ablation. n ≥3 in each group, ***P ≤0.001, **P ≤0.01, Student’s *t*-test. (**i**) H&E staining of E12.5 sagittal midbrain sections of controls and Wnt/β-catenin signaling-ablated embryos. Mutant embryos exhibit reduced neuroepithelium thickness indicated with grey brackets in the magnifications. DAPI staining serves as nuclear marker: **f**, **g**; Scale bars: **d**, **e**, 100 μm; **f**, **g**, 40 μm; **i**, 400 μm; Error bars indicate SD; ctrl, Control; dMB, Dorsal midbrain; vMB, Ventral midbrain

In addition, we also found other potentially relevant genes to be differentially expressed upon loss of *Ezh2.* In particular, inhibitors of the Wnt signaling pathway, such as *Wif1* and *Dkk2* [20, 21], were also significantly upregulated in *Ezh2* cko cells (Fig. 3a,b,e). 

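*Wif1*, which encodes a secreted protein that binds Wnt ligands, rose in the *Ezh2* cko midbrain. Its log2 signal was 5.94 ± 0.33 (SD, n = 3) in the *Ezh2* cko and 4.59 ± 0.22 (SD, n = 3) in controls, a 2.56-fold difference (standard error of the log2 difference 0.17, adjusted p = 0.0273 from limma). *Dkk2*, which encodes a ligand of the Wnt co-receptors LRP5 and LRP6, was at 6.45 ± 0.64 (SD, n = 3) against 5.25 ± 0.28 (SD, n = 3). This 2.31-fold difference passed the threshold of the methods, with every *Ezh2* cko array above every control, but not the adjusted p (adjusted p = 0.254). Other Wnt inhibitors went both ways. *Sost* had a log2 difference of 0.96 (adjusted p = 0.279) and *Shisa3* of -2.25 (adjusted p = 0.302), and both passed only the threshold of the methods. The other probe set of *Sost* gave -0.06, and both probe sets of *Shisa3* were lower.

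Of 20 Wnt inhibitors measured, *Wif1* rose and 19 did not pass (8 higher and 1 lower, *Shisa3*, when adjusted over the list alone). The study had picked 4 of the 20 from these arrays. The median log2 difference was 0.20 (camera adjusted p = 1.15e-05, and adjusted p = 0.135 with an estimated correlation). Among 30 Wnt ligands and receptors, the receptor gene *Fzd6* rose 1.56-fold (adjusted p = 0.0273) through 1 of its 3 probe sets and 29 genes did not pass (6 higher when adjusted over the list alone), with a median of 0.10 (camera adjusted p = 0.00178, and adjusted p = 0.135 with an estimated correlation). *Wnt1* itself had a log2 difference of 0.90 (adjusted p = 0.0712). All 10 measured targets of canonical Wnt signaling had positive differences, none passed the test, also when adjusted over the list alone, and their median was 0.13 (camera adjusted p = 0.00538, and adjusted p = 0.193 with an estimated correlation). The call of *Wif1* held with all arrays and without *Ezh2* cko replicate 3 and was lost without any other array, with adjusted p-values of up to 0.108. That of *Fzd6* was lost without any 1 of the 6 arrays (adjusted p-values 0.0716 to 0.132).

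**Figure D2:**
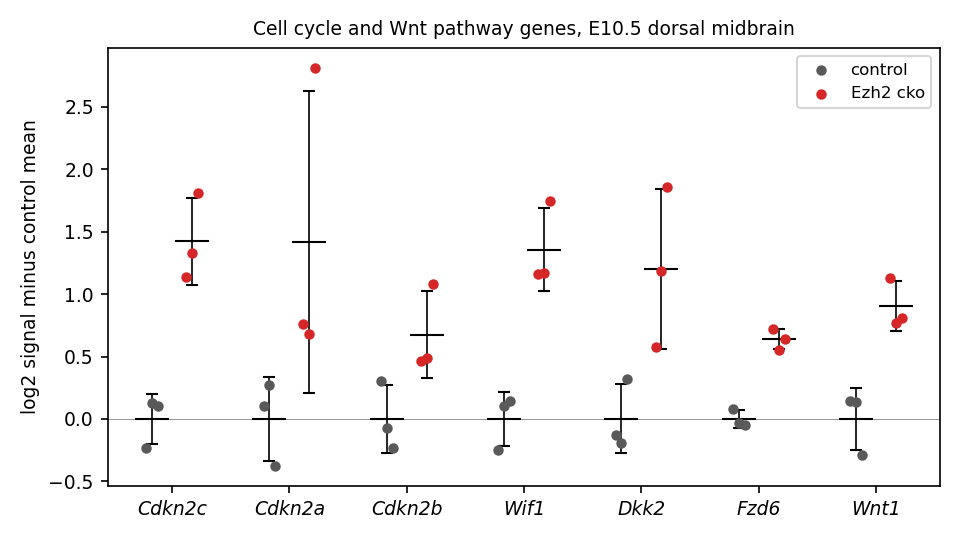
Log2 signal minus the control mean of the same probe set (y axis) on each array for cell cycle and Wnt pathway genes (x axis), with the mean and SD of 3 control (grey) and 3 *Ezh2* cko (red) arrays as black lines. The *Ezh2* cko points of *Cdkn2c*, *Wif1* and *Fzd6* lie together above the controls. Those of *Cdkn2a* also lie above the controls, with 1 array far above the others.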

H3K27me3 ChIP analysis confirmed that these Wnt signaling inhibitors appear also to be direct targets of Ezh2 activity (Fig. 3c). Canonical Wnt signaling has been demonstrated to control maintenance of midbrain neuroepithelial cells [22, 23]. Therefore, we investigated whether Wnt signal activity is indeed affected by loss of *Ezh2.* To this end, we made use of the *BAT-*gal Wnt signaling reporter allele, which monitors β-catenin activity by driving β-galactosidase expression in Wnt signaling-active cells [24]. In mice harboring this reporter allele, we observed a prominent reduction in the number of β-galactosidase-positive neural cells in the *Ezh2* cko midbrain at E12.5, as compared to the control (Fig. 3f). Accordingly, targets of Wnt signaling, such as *CyclinD1* and *Lef1*, were downregulated in the mutant midbrain, as shown by immunohistochemistry and quantitative RT-PCR, respectively (Fig. 3g,h).

Our data indicate that reduced canonical Wnt signaling might also contribute to the phenotype of *Ezh2* cko mice. To better understand the role of canonical Wnt signaling in regulating midbrain size, we took advantage of a mutant allele of the Wnt signaling component β-catenin (*Ctnnb1*^*dm/flox*^ referred to as *Ctnnb1 sign mt*) that disrupts Wnt/β-catenin-mediated transcriptional output but not cell-cell adhesion [22, 25]. While total loss of β-catenin leads to disintegration of the midbrain [22], loss of β-catenin signaling function did not affect the integrity of the neuroepithelium. However, very similar to *Ezh2* cko embryos (Fig. 1), the thickness and overall size of the midbrain was drastically reduced in *Wnt1-Cre*/*Ctnnb1 sign mt* cko mice at E12.5 (Fig. 3i). Therefore, Ezh2 appears to regulate the size of the developing midbrain both by direct repression of cell cycle inhibitors and, indirectly, by sustaining β-catenin signaling.

### Ezh2 represses forebrain identity in the developing midbrain

Intriguingly, the microarray analysis of control and *Ezh2* cko midbrain pointed to an additional set of Ezh2-regulated genes that are known to exhibit brain area-specific, rather than general cellular functions in the developing neuroepithelium. 

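None of 20 genes of the midbrain and isthmus, the organizer at its posterior border, rose or fell over all probe sets tested. When adjusted over the list alone, *Wnt1* and *Lmx1b*, which encodes a LIM homeobox protein, were higher and *Tal2*, which is needed for neurons of the dorsal midbrain, was lower. *Lmx1b* had a log2 difference of 0.57 (adjusted p = 0.214; -0.01 for its other probe set) and *Tal2* of -0.88 (adjusted p = 0.355). *Otx2* (0.09, adjusted p = 0.877), *En2* (0.17, adjusted p = 0.712), *Fgf8* (-0.04, adjusted p = 0.977), *Pax3* (0.28, adjusted p = 0.749) and *Pax7* (0.06, adjusted p = 0.943) did not pass the test. *Pax2* is not analysed here. The median of this list was 0.21 (camera adjusted p = 0.00178, and adjusted p = 0.209 with an estimated correlation), and 0.125 without *Ezh2* cko replicate 3.

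On the ventral side, *Foxa1*, which encodes a transcription factor of the floor plate and of endoderm, rose 2.35-fold, with a log2 signal of 6.52 ± 0.05 (SD, n = 3) against 5.29 ± 0.19 (SD, n = 3) in controls (adjusted p = 0.00628), a call kept without any 1 array. The other 16 genes of the ventral midbrain and floor plate did not pass over all probe sets tested, 4 of the 17 were higher and 4 lower when adjusted over the list alone, and the median was -0.12 (camera adjusted p = 0.281). None of 14 diencephalon transcription factors passed, also when adjusted over the list alone (median 0.00, camera adjusted p = 0.831).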

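Some forebrain transcription factors rose in the *Ezh2* cko midbrain, and most did not. *Dmrta1*, which encodes a DM domain transcription factor of the cortical primordium, was at a log2 signal of 7.28 ± 0.21 (SD, n = 3) in the *Ezh2* cko and 5.82 ± 0.09 (SD, n = 3) in controls, a 2.76-fold difference (standard error of the log2 difference 0.11, adjusted p = 0.00516 from limma). Its relative *Dmrta2* rose 2.44-fold (adjusted p = 0.0126). *Vax2*, a homeobox gene of the ventral forebrain and eye, rose 1.79-fold (adjusted p = 0.00933). *Dlx2* had a log2 difference of 0.48 (adjusted p = 0.335) and *Emx1* of -0.04 (adjusted p = 0.963).

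The probe sets of *Pax6* differed. The set in Table S1 was higher in every *Ezh2* cko array than in every control, at 6.54 ± 0.54 (SD, n = 3) against 5.41 ± 0.19 (SD, n = 3), and passed the threshold of the methods (log2 difference 1.13, adjusted p = 0.181). The set with the highest mean gave -0.02 (adjusted p = 0.982). The other 3 gave -0.10, 0.03 and 0.10, at lower control signals of 4.63, 4.42 and 3.54.

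Of 32 forebrain transcription factors, 4 rose, none fell and 28 did not pass (9 higher when adjusted over the list alone). The study had picked 7 of them from these arrays, the 4 that rose included. The median log2 difference was 0.16 (camera adjusted p = 1.32e-07, and adjusted p = 0.135 with an estimated correlation), and without those 7 it was 0.073 (camera adjusted p = 0.00425). The call of *Dmrta1* held without any 1 array. Those of *Dmrta2*, without control replicates 1 or 2, and *Vax2*, without control replicate 2 or *Ezh2* cko replicate 1, were lost, with adjusted p-values of up to 0.0861 and 0.0602.

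**Figure D3:**
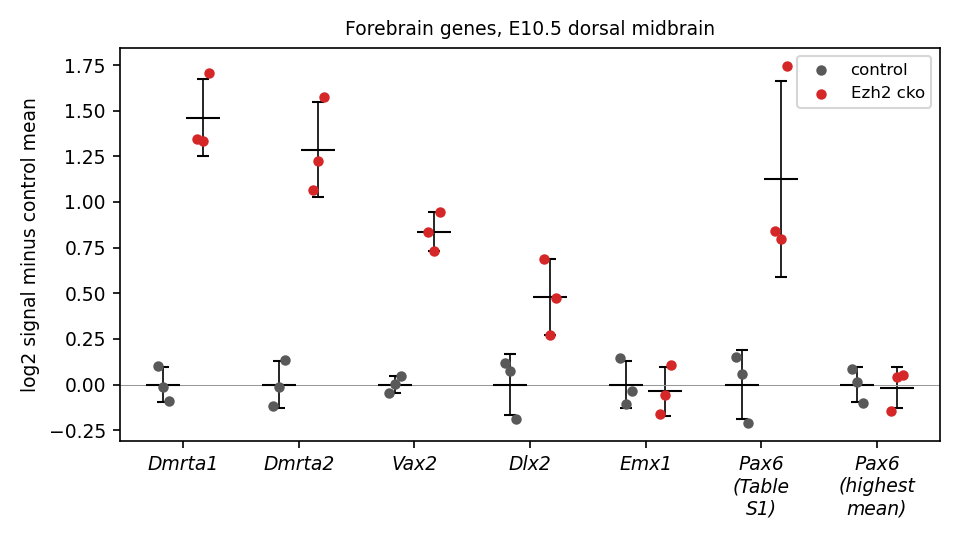
Log2 signal minus the control mean of the same probe set (y axis) on each array for forebrain genes (x axis), with the mean and SD of 3 control (grey) and 3 *Ezh2* cko (red) arrays as black lines. *Dmrta1*, *Dmrta2* and *Vax2* separate the groups, *Emx1* does not, and *Pax6* is drawn for its probe set in Table S1 and for the set with the highest mean.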

Notably, several forebrain specification genes were derepressed in *Ezh2* cko midbrains (Fig. 3a). In situ hybridization experiments, immunohistochemistry, and quantitative RT-PCR experiments were used to corroborate this finding. While normally Foxg1 is strongly expressed in the forebrain but absent in the midbrain, it was upregulated in the midbrain of *Ezh2* cko embryos at E12.5 (Fig. 4a). A quantitative analysis at E11.5 revealed a more than 75-fold induction of Foxg1 expression in the mutant midbrain (Fig. 4e). Likewise, the midbrain is normally devoid of Pax6 expression, whereas upon loss of Ezh2, Pax6 became broadly expressed in the midbrain, displaying a 22-fold induction at E11.5 (Fig. 4b,e). Furthermore, the forebrain markers Dlx2 and Emx1 were ectopically expressed in the midbrain of *Ezh2* cko embryos at E11.5 (Fig. 4d,e). However, when comparing mRNA levels of Ezh2, Pax6, Foxg1 and Emx1 in wildtype forebrain, wildtype midbrain, and Ezh2 cko midbrain of E12.5 embryos it became apparent that expression levels of ectopic forebrain markers in the mutant midbrain did not reach those of the forebrain (Fig. 4a; Additional file 1: Figure S4).

**Fig. 4:**
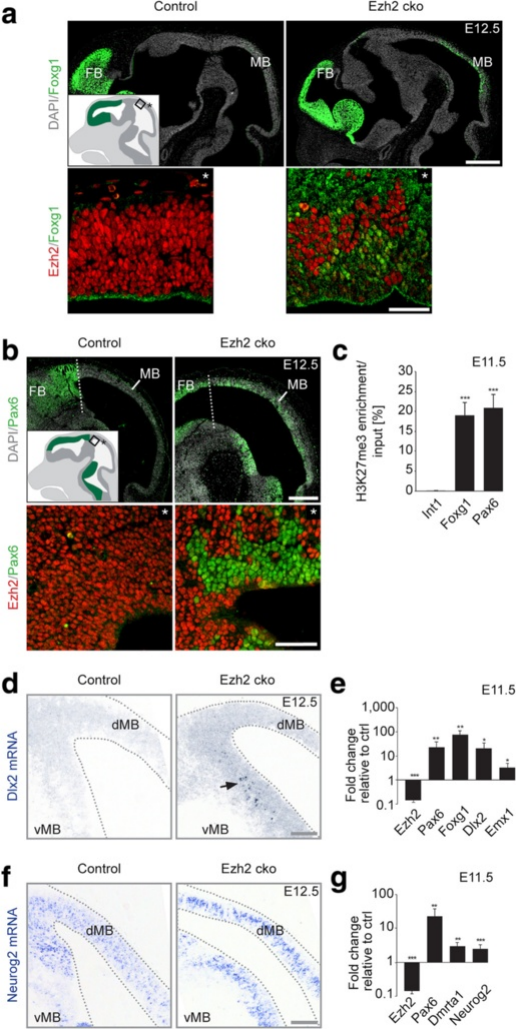
Establishment of forebrain identity in Ezh2-ablated midbrain cells. (**a**) Upper panel: antibody staining for forebrain-specific transcription factor Foxg1 on sagittal brain sections at E12.5 demonstrates forebrain-restricted *Foxg1* expression in the control and ectopic *Foxg1* expression in the dorsal mutant midbrain. The cartoon indicates regular *Foxg1* expression. Lower panel: high-magnification confocal images of immunostaining for Ezh2 and Foxg1 show ectopic Foxg1 expression in Ezh2-ablated cells (asterisk indicates basal). (**b**) Upper panel: antibody staining for Pax6 reveals ectopic *Pax6* expression in the *Ezh2* mutant midbrain. The cartoon inset illustrates regular *Pax6* distribution at E12.5 rostral of the di-mesencephalic boundary indicated by a white dotted line. Lower panel: immunostaining for Ezh2 and Pax6 reveals ectopic mosaic-like upregulation of Pax6 in Cre-recombined cells without Ezh2 (asterisk indicates basal). (**c**) ChIP confirms the presence of H3K27me3 repressive mark at the transcription start site of *Pax6* and *Foxg1* (±500 bp). The intergenic region *Int1* is unmethylated and serves as negative control. n ≥3 in each group, ***P ≤0.001, Student’s *t*-test. (**d**–**e**) In situ hybridization for *Dlx2* mRNA and qRT-PCR for *Foxg1*, *Pax6*, *Dlx2*, and *Emx1* demonstrate elevated expression of the forebrain transcription factors in Ezh2-deficient midbrains. n ≥3 in each group, ***P ≤0.001, **P ≤0.01, *P ≤0.05, Student’s *t*-test. Ectopic *Dlx2* expression is indicated by a black arrow (**d**). Downstream targets of *Pax6* – *Dmrta1* and *Neurog2* – are induced in mutant midbrains as shown by in situ hybridization for *Neurog2* mRNA (**f**) and qRT-PCR for *Dmrta1* and *Neurog2* (**g**). n ≥3 in each group, ***P ≤0.001, **P ≤0.01, Student’s *t*-test. DAPI staining serves as nuclear marker: **a**, **b**; Scale bars: **a**, **b**, 500 μm (upper panel); **a**, **b**, 40 μm (lower panel); **d**, **f**, 100 μm; Error bars indicate SD; ctrl, Control; FB, Forebrain; MB, Midbrain; dMB, Dorsal midbrain; vMB, Ventral midbrain

In most rostral regions of the dorsal midbrain, Ezh2-dependent H3K27me3 was only partially depleted in *Ezh2* cko embryos (Additional file 1: Figure S5). Incomplete *Wnt1-Cre*-mediated recombination was shown by tracking of recombined cells using the aforementioned *ROSA26* Cre reporter allele (*R26R*) [13]. Therefore, non-recombined cells were intermingled with clusters of Ezh2-deficient cells in the rostral midbrain of *Ezh2* cko embryos at E12.5 (Additional file 1: Figure S5). Strikingly, in this area, Ezh2 exhibited a perfectly inverse relationship with Foxg1 and Pax6 expression patterns, respectively, pointing to cell-autonomous mechanisms underlying the gain of forebrain markers in *Ezh2* cko midbrain cells (Fig. 4a,b). In support of this, H3K27me3 ChIP experiments performed with midbrain cells from control embryos at E11.5 demonstrated that the forebrain specification genes *Foxg1* and *Pax6* appear to be direct targets of Ezh2-mediated repression (Fig. 4c).

In the developing forebrain, *Pax6* acts upstream of the transcription factor Dmrta1, which itself regulates the expression of the proneural gene *Neurog2* [26]. Strikingly, *Pax6* upregulation in the *Ezh2* cko midbrain was associated with significant upregulation of both *Dmrta1* and *Neurog2* (Fig. 4f,g). Thus, although forebrain neuronal layer-specific markers could not be analyzed at later stages due to the substantial mass reduction and disturbed morphology of the mutant midbrain (Fig. 1d; data not shown), our data reveal the ectopic upregulation of a forebrain transcriptional program in the midbrain of *Ezh2* cko embryos.

### Ezh2 regulates midbrain identity by indirect mechanisms

Comparable to Pax6, Foxg1, Dlx2, and Emx1 in the developing forebrain, the transcription factors Pax3 and Pax7 have been shown to establish midbrain identity during vertebrate brain development [27, 28]. To address whether expression of these midbrain specification factors was also affected by loss of *Ezh2*, we performed quantitative RT-PCR and immunohistochemistry. While expression of Pax3 and Pax7 was unchanged at E11.5 as shown by qPCR, it was significantly downregulated at E12.5 (Fig. 5a). Consistent with these results, immunohistochemistry confirmed the presence of Pax3 at E11.5 (Additional file 1: Figure S6C) and the highly reduced expression of both transcription factors at E12.5 in *Ezh2* cko. Indeed, whereas Pax3 and Pax7 were detected in the entire dorsal midbrain neuroepithelium in control embryos, many cells in the mutant dorsal midbrain were devoid of Pax3 and Pax7 or showed reduced staining intensity (Fig. 5b,c). Thus, Ezh2-mediated H3K27me3 is required for proper expression of midbrain specification genes.

**Fig. 5:**
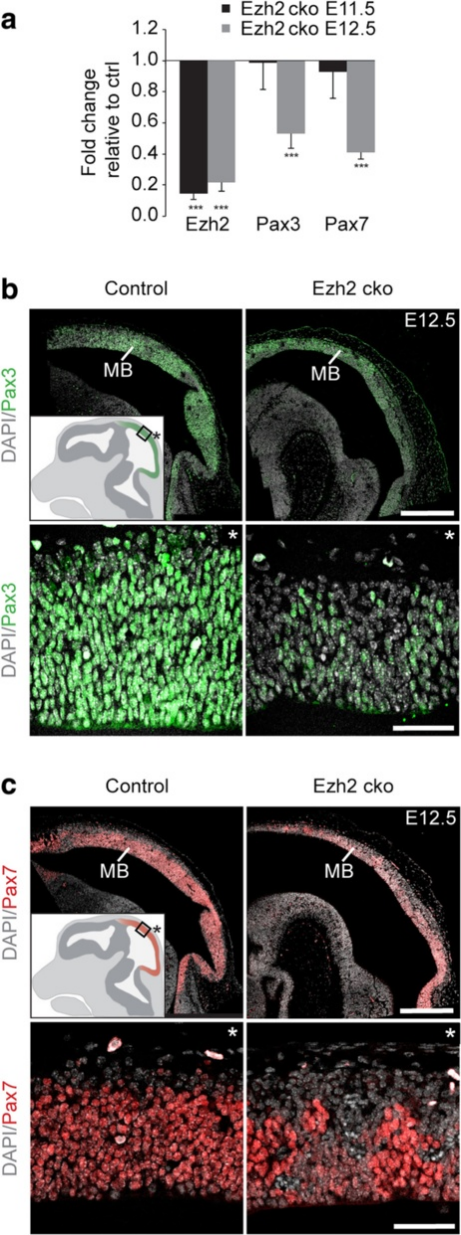
Ezh2 regulates midbrain identity indirectly. (**a**) qRT-PCR for *Ezh2*, *Pax3*, and *Pax7* on midbrain tissue isolated at E11.5 and E12.5 reveals a downregulation of midbrain transcription factors Pax3 and Pax7 in the absence of *Ezh2* after E11.5. n ≥3 in each group, ***P ≤0.001, Student’s *t*-test. (**b, c**) Immunostaining for Pax3 (**b**) and Pax7 (**c**) on sagittal midbrain sections shows diminished protein levels at E12.5 (magnification in lower panels, asterisk defines basal). The cartoon insets indicate regular *Pax3* and *Pax7* expression at E12.5, respectively. DAPI staining serves as nuclear marker: **b**, **c**; Scale bars: **b**, **c**, 500 μm (upper panel); **b**, **c**, 40 μm (lower panel); Error bars indicate SD; MB, Midbrain

Our study identified the forebrain specification genes Foxg1 and Pax6 as targets of Ezh2 activity, which is in agreement with their increased expression in the *Ezh2* cko midbrain (Fig. 4). In contrast, the loss of midbrain identity markers in *Ezh2* cko embryos cannot be explained by direct Ezh2-mediated repression. In chicken embryos, overexpression of Pax6 has been reported to indirectly repress Pax3 and Pax7 expression in the trigeminal placode and at the forebrain-midbrain boundary, respectively [29, 30]. However, while we found Pax6 to be strongly upregulated in the *Ezh2* cko midbrain already at E11.5 (Fig. 4e), Pax3 and Pax7 were downregulated at E12.5 only (Fig. 5a), rather arguing against control of the midbrain specification factors by Pax6. To directly address this hypothesis, we performed in utero electroporation of a Pax6-overexpression vector together with a GFP expression vector. In parallel we electroporated the GFP expressing vector alone as a control. Monitoring GFP expression two days after in utero electroporation revealed the efficient targeting of the murine dorsal midbrain by this method (Additional file 1: Figure S7A). Coronal sections of electroporated midbrains were then used to quantify the number of Pax3- and Pax7-expressing cells per GFP-positive cells by immunofluorescence. For each condition, the midbrains of three embryos were electroporated and more than 800 cells were analyzed (Additional file 1: Figure S7B). However, as shown in Fig. 6a and Additional file 1: Figure S7C, ectopic expression of Pax6 did not influence Pax3 and Pax7 expression in dorsal midbrain cells. Hence, increased Pax6 expression is apparently unable to repress Pax3 and Pax7 in the established murine midbrain and is, therefore, unlikely the cause for downregulated expression of midbrain fate determinants in *Ezh2* cko embryos.

**Fig. 6:**
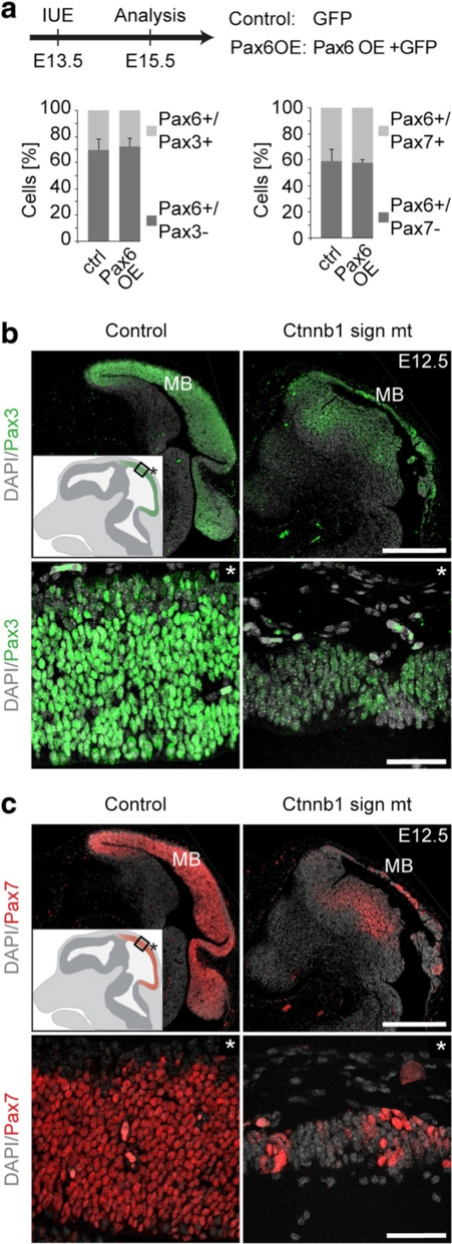
Midbrain markers are not directly repressed by Pax6 but are regulated indirectly by Wnt/β-catenin signaling. (**a**) A Pax6 overexpression construct together with a GFP-expressing vector (Pax6OE) or a GFP-expressing vector alone (Control) were delivered by in utero electroporation into the dorsal midbrain at E13.5. Two days later the proportion of GFP^+^ cells expressing midbrain markers Pax3 and Pax7 was analyzed. Overexpression of Pax6 does not affect the proportion of midbrain marker-expressing cells. n = 3 in each group, two different litters (also see Additional file 1: Figure S7B). (**b**, **c**) Immunostaining for Pax3 (**b**) and Pax7 (**c**) at E12.5 reveals decreased protein levels in midbrains with ablated Wnt/β-catenin signaling (Ctnnb1 sign mt) compared to control. Cartoon insets show regular expression pattern, asterisk indicates basal. DAPI staining serves as nuclear marker: **b**, **c**; Scale bars: **b**, **c**, 500 μm (upper panel); **b**, **c**, 40 μm (lower panel); Error bars indicate SD; IUE, in utero electroporation; ctrl, control; Ctnnb1 sign mt, Wnt/β-catenin signaling mutant; MB, midbrain

Previously, Wnt/β-catenin signaling was shown to activate Pax3 and Pax7 expression in the lateral neural plate and during neural tube closure [31–33]. Therefore, reduced Pax3/Pax7 expression in the *Ezh2* cko midbrain might be due to decreased canonical Wnt signaling in mutant brain tissue (Fig. 3). To investigate whether Wnt/β-catenin is required for expression of Pax3 and Pax7 in the dorsal midbrain, we performed immunohistochemistry on sagittal sections of *Wnt1-Cre*/*Ctnnb1 sign mt* cko embryos at E12.5. Loss of β-catenin signaling not only affected midbrain size, but also resulted in drastically reduced expression of both Pax3 and Pax7 (Fig. 6b,c). In fact, the midbrains of *Wnt1-Cre*/*Ctnnb1 sign mt* cko embryos displayed a phenotype very comparable to the one of *Ezh2* cko embryos (Fig. 5), with many mutant cells lacking Pax3 and Pax7 expression. Thus, the loss of midbrain identity markers in the *Ezh2* cko midbrain is apparently caused by indirect mechanisms, involving Ezh2-mediated control of canonical Wnt signaling.

## Discussion

Epigenetic information can be passed from a dividing cell to its daughter cells, which is thought to support inheritance of specific gene expression patterns. In this way, epigenetic mechanisms supposedly consolidate cellular identities as, for instance, upon differentiation of a multipotent cell into a specific cell type [1]. In our study, we show that this mechanism is also involved in sustaining regional identity in the developing brain: Ezh2-mediated gene repression prevents midbrain cells from acquiring forebrain traits. Accordingly, conditional loss of *Ezh2* in midbrain NPCs not only affected their proliferation, but also resulted in derepression of a forebrain transcriptional program. We demonstrate that both the control of cell cycle progression and maintenance of regional identity involve direct H3K27me3-dependent gene repression as well as indirect mechanisms mediated, in particular, by modulation of canonical Wnt signaling (Fig. 7).

**Fig. 7:**
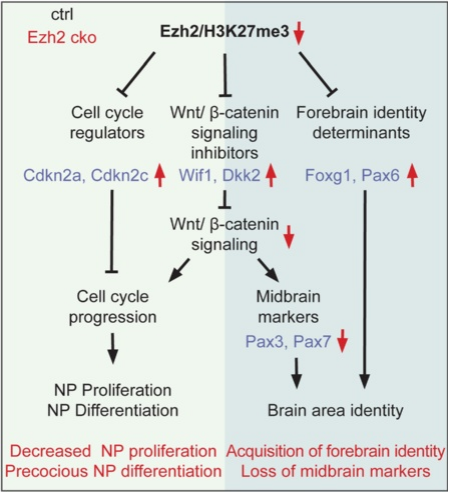
Proposed model for the role of Ezh2 in mouse midbrain development. Ezh2 controls neural progenitor proliferation and brain area identity via direct and indirect mechanisms. Ezh2 regulates cell cycle progression by H3K27me3-mediated repression of negative cell cycle regulators *Cdkna2* and *Cdkn2c* and Wnt/β-catenin signaling inhibitors *Wif1* and *Dkk2*. Also, Ezh2 maintains midbrain identity of cells by suppressing forebrain determinants Foxg1 and Pax6 and by maintaining Wnt/β-catenin signaling, which is essential for the expression of midbrain markers Pax3 and Pax7. Therefore, loss of Ezh2 in the developing mouse midbrain leads to decreased proliferation and precocious cell cycle exit of neural progenitors in addition to a partial loss of midbrain identity and ectopic establishment of forebrain identity

In many systems, Ezh2-dependent transcriptional control often guards the stem/progenitor state by repressing cell cycle exit and differentiation. This has also been shown for the developing forebrain, where Ezh2 regulates the transition from NPC proliferation to differentiation at a stage before overt neurogenesis [8]. In this previous study, loss of Ezh2 was associated with upregulation of several genes specifically expressed in differentiating cortical neurons. In contrast, expression of negative cell cycle regulators was normal or only slightly altered in the *Ezh2* cko forebrain [8]. Our work reveals that, similar to its role in the forebrain, Ezh2 is required for proper growth of the midbrain. Conditional *Ezh2* deletion resulted in drastically reduced numbers of proliferative midbrain NPCs, associated with elevated cell cycle exit and differentiation. Consistent with this phenotype, but different from the *Ezh2* cko forebrain [8], the cyclin-dependent kinase inhibitors *Cdkn2a* (also known as p16) and *Cdkn2c* (also known as p18) were directly regulated by Ezh2-mediated H3K27me3 in midbrain cells (Fig. 7). In addition, Wnt signaling inhibitors turned out to also be Ezh2 targets in the developing midbrain. Consequently, Wnt/β-catenin signal activity was significantly reduced upon loss of Ezh2. In the midbrain, Wnt1 is thought to maintain cells in a proliferative state [34, 35]. Accordingly, Wnt1 overexpression led to massive expansion of midbrain tissue [36]. In agreement with this earlier work, inactivation of the transcriptional output of Wnt signaling by means of a mutant β-catenin allele [22] impeded midbrain growth. Although the phenotype was more drastic when Wnt/β-catenin signaling was completely inactivated as opposed to only reduced in *Ezh2* cko embryos, our findings demonstrate how the regulation of a crucial signaling pathway by epigenetic repression contributes to the proper control of brain size (Fig. 7).

Surprisingly, apart from negative cell cycle regulators and Wnt signaling inhibitors, the forebrain determinants Pax6 and Foxg1 were also among the genes upregulated in the *Ezh2*-deficient midbrain neuroepithelium. Moreover, the promoters of both of these genes were marked by H3K27me3 in the midbrain. In embryonic stem cells, the Pax6 promoter is enriched for H3K27me3, which is removed when the cells acquire a forebrain neural fate [37]. Furthermore, Pax6 is one of the Ezh2-repressed genes in the murine heart [19]. However, Pax6 has not been identified before as an Ezh2 target in the context of the murine brain in vivo. We now show that Pax6 is derepressed in Ezh2-deficient midbrain cells from E10.5 to E12.5. During this timeframe, midbrain NPCs progress through the cell cycle at least twice [14], indicating that gene derepression mediated by Ezh2 loss is maintained through cell division. More importantly, we found Pax6 derepression in the *Ezh2*-deficient midbrain to be accompanied by activation of a forebrain transcriptional program that included Pax6, Foxg1, Dlx2, Emx1, and the transcription factors Dmrta1 and Neurog2, which themselves are downstream targets of Pax6 [26, 38]. Thus, Ezh2 represses a forebrain fate in the midbrain (Fig. 7). Presumably, additional factors would be required in an epigenetically derepressed midbrain to implement later forebrain features, such as characteristic layer formation and differentiation into specific neuronal subtypes. However, this cannot be achieved the *Ezh2* cko midbrain, because of the aforementioned other major role of Ezh2 in regulating midbrain growth.

Along with the gain of forebrain identity in Ezh2-deficient midbrain tissue, we observed a substantial reduction in the expression of dorsal midbrain markers Pax3 and Pax7, which are key regulators of midbrain development [27]. Unlike the changes in forebrain markers, reduced Pax3 and Pax7 expression was delayed upon loss of Ezh2 protein. Likewise, early expression of the midbrain patterning markers, Otx2, Fgf8, Pax2, and En2 [34, 39–41], was not affected in the midbrain lacking Ezh2 (Additional file 1: Figure S6A, B, D, E). Together with the initially normal expression of Pax3 and Pax7 in the *Ezh2* cko midbrain, our findings indicate that Ezh2 is not involved in the early establishment of midbrain identity, but rather in its maintenance.

The delayed timing of midbrain marker loss and the canonical function of Ezh2 as a transcriptional repressor suggested that Pax3 and Pax7 expression is indirectly controlled by Ezh2. Apparently, this did not involve Pax6-dependent downregulation of Pax3/7 as demonstrated by in utero electroporation of Pax6 in the specified dorsal midbrain. In chicken, Pax6 overexpression has been shown before to repress Pax3 and Pax7 expression in neural tissue [29, 30]. Since in these studies, Pax6-dependent regulation of Pax3/7 was indirect and mediated by a hitherto unidentified repressor, we propose that this repressing function might either be absent in the mammalian midbrain or at a stage when the Pax3/Pax7 expression domains have already been established. However, our work reveals an alternative mechanism for how midbrain-specific markers are being lost upon Ezh2 inactivation – indeed, reduced canonical Wnt signaling not only interfered with midbrain growth, but also with the continuous expression of Pax3 and Pax7 (Fig. 7). This finding was corroborated by the analysis of mutant midbrains, in which Wnt/β-catenin signaling was conditionally depleted.

## Conclusion

The change of brain area identities caused by loss of Ezh2 involves H3K27me3-mediated derepression of forebrain-specific transcription factors and indirect reduction of canonical Wnt signaling due to derepression of Wnt signal inhibitors. Thus, our study identifies epigenetic repression of multiple transcription factors and a central signaling pathway as a key mechanism in sustaining brain growth and regional identity.

## Methods

### Animal models

All animal experiments were conducted in accordance with Swiss guidelines and approved by the Veterinary Office of the Canton of Zurich, Switzerland. Previously described *Ezh2*^*[SET]lox/lox*^ mice [10] were crossed to *Wnt1-Cre* mice [42] to ablate Ezh2 function in the developing midbrain from E9.5. *Wnt1-Cre*^*+*^*/Ezh2*^*[SET]lox/lox*^ mice are referred to as Ezh2 cko while *Wnt1-Cre*^*−*^*/Ezh2*^*[SET]lox/lox*^ and *Wnt1-Cre*^*+*^*/Ezh2*^*[SET]wt/lox*^ littermates were used as control animals. All genotypes were present at Mendelian ratios and control animals showed no overt phenotype. Additionally, Ezh2 mice were crossed to a Cre-reporter line carrying the *R26RlacZ* allele [13] or to the canonical Wnt/β-catenin-signaling reporter mouse BAT-*gal* [24]. Also, floxed *Ctnnb1* mice were crossed to *Ctnn1*^*dm*^ [22, 25] under the Wnt1-Cre driver to generate mice with ablated Wnt/β-catenin signaling in the midbrain referred to as Ctnnb1 sign mt. All animals were bred on a C57/BL6 background. To generate embryos of a certain developmental stage, mice were mated overnight and the next morning was defined as E0.5.

### Staining procedures

Embryo heads or E15.5 brains were dissected, washed in PBS and fixed overnight in 4 % paraformaldehyde at 4 °C, followed by dehydration in ethanol and paraffin embedding. Sagittal or coronal 5-μm paraffin sections were deparaffinized, high-pressure antigen retrieval in citrate buffer (pH 6) was performed, and sections were subsequently stained following standard protocols. Primary antibodies used were mouse anti-Ezh2 (Cell Signaling Technology, #3147, 1:75), rabbit anti-H3K27m3 (Cell Signaling Technology, #9733, 1:500), chicken anti-β-galactosidase (Abcam, ab9361, 1:2000), rabbit anti-cleaved Caspase 3 (Cell Signaling Technology, #9661, 1:100), mouse anti-BrdU (Cell Signaling Technology, #5292 1:100), anti-Ki67 (rat Dako M7249, 1:50 and rabbit Abcam, ab15580, 1:200), rabbit anti-Dcx (Abcam, ab18723, 1:200), mouse anti-Sox2 (R&D, MAB2018, 1:100), mouse anti-CyclinD1 (Santa Cruz Biotechnology, sc-450, 1:200), anti-Pax6 (mouse DSHB, 1:50 and rabbit Covance, PRB-278P, 1:200), rabbit anti-Pax3 (Invitrogen, 38–1801, 1:100), mouse anti-Pax7 (DSHB Iowa, 1:100), chicken anti-GFP (Aves, GFP-1020, 1:300), rabbit anti-Pax2 (Zymed, 71–6000, 1:100), and rabbit anti-Foxg1 (Abcam, ab18259, 1:50). Secondary antibodies used were Alexa Fluor 546 goat anti-mouse IgG1 (Invitrogen, A-21123, 1:500), DyLight 488 goat anti-rabbit IgG (Jackson, 111-485-003, 1:500), DyLight 488 goat anti-chicken IgG (Jackson, 111-545-155, 1:500), and Cy3 goat-anti rabbit IgG (Jackson, 111-165-003, 1:500). Nuclei were stained with DAPI (Sigma, 1:1000).

For assessment of neural progenitor proliferation 30 mg/kg body weight thymidine analogue EdU was injected intraperitoneally (i.p.) into pregnant females 1 h before sacrificing the animals. Click-iT® EdU Alexa Fluor® 488 HCS Assay (life technologies, C10350) was used for visualizing incorporated EdU on brain sections. For cell cycle exit, 40 mg/kg body weight BrdU was injected i.p. into pregnant females 24 h before sacrificing the animals. For antibody staining against BrdU, high pressure antigen retrieval was followed by treatment of sections with 1 M HCl for 15 min at 25 °C and neutralization with 0.1 M sodium borate, pH 8.5, 2× 15 min. H&E was performed as previously described [43].

### In situ hybridization

Non-radioactive in situ hybridization with digoxigenin-labeled riboprobes was performed on paraffin sections. After deparaffinization and tissue treatment with 15–25 μg/mL proteinase K (Roche) for 5 min at 25 °C, a standard protocol was followed [44]. In situ probes for *Cdkn2a*, *Wif1*, and *Foxg1* were generated by in vitro transcription of PCR amplified genomic DNA fragments of about 500–900 bp. Primers used for PCR amplification are listed in Table S2 (Additional file 1: Table S2). In situ probes for Neurog2, Otx2, Fgf8, and En2 had been previously generated in the lab. John Rubenstein, USA, kindly provided the Dlx2 probe.

### Quantitative real-time PCR and microarray analysis

After tissue isolation from dorsal midbrains, total RNA was isolated with the RNAeasy kit (Qiagen) and RNase-Free DNase Set (79254, Qiagen) following the manufacturer’s instructions. For quantitative real-time PCR, 0.5 μg RNA were reverse transcribed with the Maxima First Strand cDNA Synthesis kit (Fermentas, K1641) and 1 μL of cDNA was used as input for quantitative real-time PCR. The reaction was carried out using LightCycler® SYBR Green I master mix (Roche, 4887352001) and was run on a LightCycler® 480 System (Roche). Each experiment was performed in a minimum of biological and technical triplicates. Obtained data were analyzed by the ∆Ct method and normalized to the expression levels of β-actin. Primers used are listed in Table S3 (Additional file 1: Table S3).

Isolated total RNA of E10.5 control (n = 3, from two different litters) and Ezh2 cko (n = 3, from two different litters) dorsal midbrains was used for microarray analysis performed at the Functional Genomics Center Zurich, Switzerland, using the Affymetrix A430 platform. The heat map in Fig. 3a and gene list in Table S1 (Additional file 1: Table S1) show differentially expressed genes with ≥1.75-fold change (*P* ≤0.01). Gene ontology network analysis was performed with MetaCore (Thomson Reuters). Obtained microarray data have been deposited in NCBI’s Gene Expression Omnibus [45] and are accessible through GEO Series accession number GSE74538.

### Chromatin immunoprecipitation (ChIP)

ChIP was performed as previously described [46] on chromatin prepared from dorsal midbrains of E11.5 NMRI embryos. A rabbit mab anti-H3K27me3 antibody (Cell Signaling Technology, #9733, 1:250) was used. Purified DNA (1 μL) was used as input for the quantitative real-time PCR and the reaction was carried out using LightCycler® SYBR Green I master mix (Roche, 4887352001), run on a LightCycler® 480 System (Roche). Primers were designed to amplify genomic DNA from a region flanking the transcriptional starting site ±500 bp and is devoid of local CpG islands. Primers used are listed in Table S4 (Additional file 1: Table S4). Obtained data were analyzed by the ∆Ct method and normalized to ChIP input. Also, intragenic region *Int1* (chr5: 79227331–79229070) is unmethylated and served as negative control.

### Plasmid preparation and in utero electroporation

In utero electroporation in mice was performed as previously described [47]. Briefly, after plasmid DNA was injected into the third ventricle of E13.5 brains, five electric pulses with a duration of 100 ms and an amplitude of 36 V at 400 ms intervals were applied to the dorsal midbrain with a pair of 3 mm diameter Tweezertrodes (BTX Harvard Apparatus, 45–0052) using the ECM Square Wave Electroporation System (BTX Harvard Apparatus, 45–0052). A Pax6 overexpression construct (pMF359-Pax6 plasmid, 2 μg/μL) together with a pCX-GFP plasmid (1 μg/μL) for the Pax6OE condition or a pCX-GFP plasmid (1 μg/μL) alone as control condition were introduced into wildtype (NMRI) embryos. Plasmids were amplified and purified using the Qiagen EndoFree Plasmid Maxi Kit following the manufacturer’s guidelines (Qiagen, 12362). Two days after electroporation, the embryos were recovered from the mother and E15.5 brains were dissected and further processed for immunohistochemistry. The pMF359-Pax6 vector was previously generated in the lab by cloning Pax6 with BamHI into a pMF359 vector kindly provided by M. Fussenegger. The pCX-GFP vector was a gift from O. Raineteau’s laboratory.

### Imaging, quantification, and statistical analysis

Epifluorescence and confocal images were taken with a Leica DMI6000 B or a CLSM Leica SP8 upright microscope, respectively, processed with Adobe Photoshop, and quantified manually using ImageJ. For all experiments and quantifications n ≥3 mutants and control embryos of at least two different litters were analyzed. For the quantification of immunostainings, at least three paraffin sections per embryo were analyzed. Representative images are shown in the figures. Measurement of the neuroepithelium thickness was done in ImageJ on H&E images. Statistical analysis was performed on Microsoft Excel using the unpaired, two-tailed Student *t*-test.

## Additional file

Additional file 1: Figure S1. (Related to Fig. 1) *Ezh2* expression is lost from E10.5. **Figure S2.** (related to Fig. 2) Ezh2 ablation results in increased neurogenesis. **Figure S3.** (related to Fig. 3) Gene ontology analysis. **Figure S4.** (related to Fig. 4) Expression levels of forebrain transcription factors in Ezh2 cko midbrain do not reach those of wildtype forebrain. **Figure S5.** (related to Fig. 4) Incomplete Cre-mediated recombination in the dorsal midbrain. **Figure S6.** (related to Fig. 5) Ezh2 ablation does not affect early midbrain patterning. **Figure S7.** (related to Fig. 6) Pax6 does not directly repress Pax3 and Pax7. **Table S1.** (related to Fig. 3) Differentially expressed genes of E10.5 control and Ezh2 cko midbrains. **Table S2.** Primers used for the generation of in situ probes by in vitro transcription. **Table S3.** Primers used for quantitative real-time PCR on embryo tissue samples. **Table S4.** Primers used for quantitative real-time PCR on DNA fragments isolated in H3K27me3 ChIP assay.

## Abbreviations

β-gal: β-galactosidase
ChIP: Chromatin immunoprecipitation
cko: Conditional knock-out
Dcx: Doublecortin
E: Embryonic day
Ezh2: Enhancer of zeste homolog 2
H&E: Hematoxylin and eosin
H3K27me3: Trimethylation of histone H3K27
NPCs: Neural progenitor cells
PcG: Polycomb group
PRC: Polycomb repressive complex

# Supplementary material for: Loss of Ezh2 promotes a midbrain-to-forebrain identity switch by direct gene derepression and Wnt-dependent regulation
**Source:** BMC Biol. 2015 Nov 30;13:103. doi: 10.1186/s12915-015-0210-9
**Supplement:** Additional file 1: Figure S1. — (Related to Fig. 1) Ezh2 expression is lost from E10.5. Figure S2. (related to Fig. 2) Ezh2 ablation results in increased neurogenesis. Figure S3. (related to Fig. 3) Gene ontology analysis. Figure S4. (related to Fig. 4) Expression levels of forebrain transcription factors in Ezh2 cko midbrain do not reach those of wildtype forebrain. Figure S5. (related to Fig. 4) Incomplete Cre-mediated recombination in the dorsal midbrain. Figure S6. (related to Fig. 5) Ezh2 ablation does not affect early midbrain patterning. Figure S7. (related to Fig. 6) Pax6 does not directly repress Pax3 and Pax7. Table S1. (related to Fig. 3) Differentially expressed genes of E10.5 control and Ezh2 cko midbrains. Table S2. Primers used for the generation of in situ probes by in vitro transcription. Table S3. Primers used for quantitative real-time PCR on embryo tissue samples. Table S4. Primers used for quantitative real-time PCR on DNA fragments isolated in H3K27me3 ChIP assay.

## **Additional file 1**

# **Loss of Ezh2 promotes a midbrain-to-forebrain identity switch by direct gene derepression and Wnt-dependent regulation**

Martina Zemke<sup>1</sup>, Kalina Draganova<sup>1</sup>, Annika Klug<sup>1</sup>, Anne Schöler<sup>2</sup>, Luis Zurkirchen<sup>1</sup>, Max Hans-Peter Gay<sup>1</sup>, Phil Cheng<sup>3</sup>, Haruhiko Koseki<sup>4</sup>, Tomas Valenta<sup>5</sup>, Dirk Schübeler<sup>2</sup>, Konrad Basler<sup>5</sup>, Lukas Sommer<sup>1\*</sup>

- **Figure S1** (related to Figure 1)
- **Figure S2** (related to Figure 2)
- **Figure S3** (related to Figure 3)
- **Figure S4** (related to Figure 4)
- **Figure S5** (related to Figure 4)
- **Figure S6** (related to Figure 5)
- **Figure S7** (related to Figure 6)
- **Table S1** (related to Figure 3)
- **Table S2**
- **Table S3**
- **Table S4**
- **Supplemental Figure Legends**

Figure S1

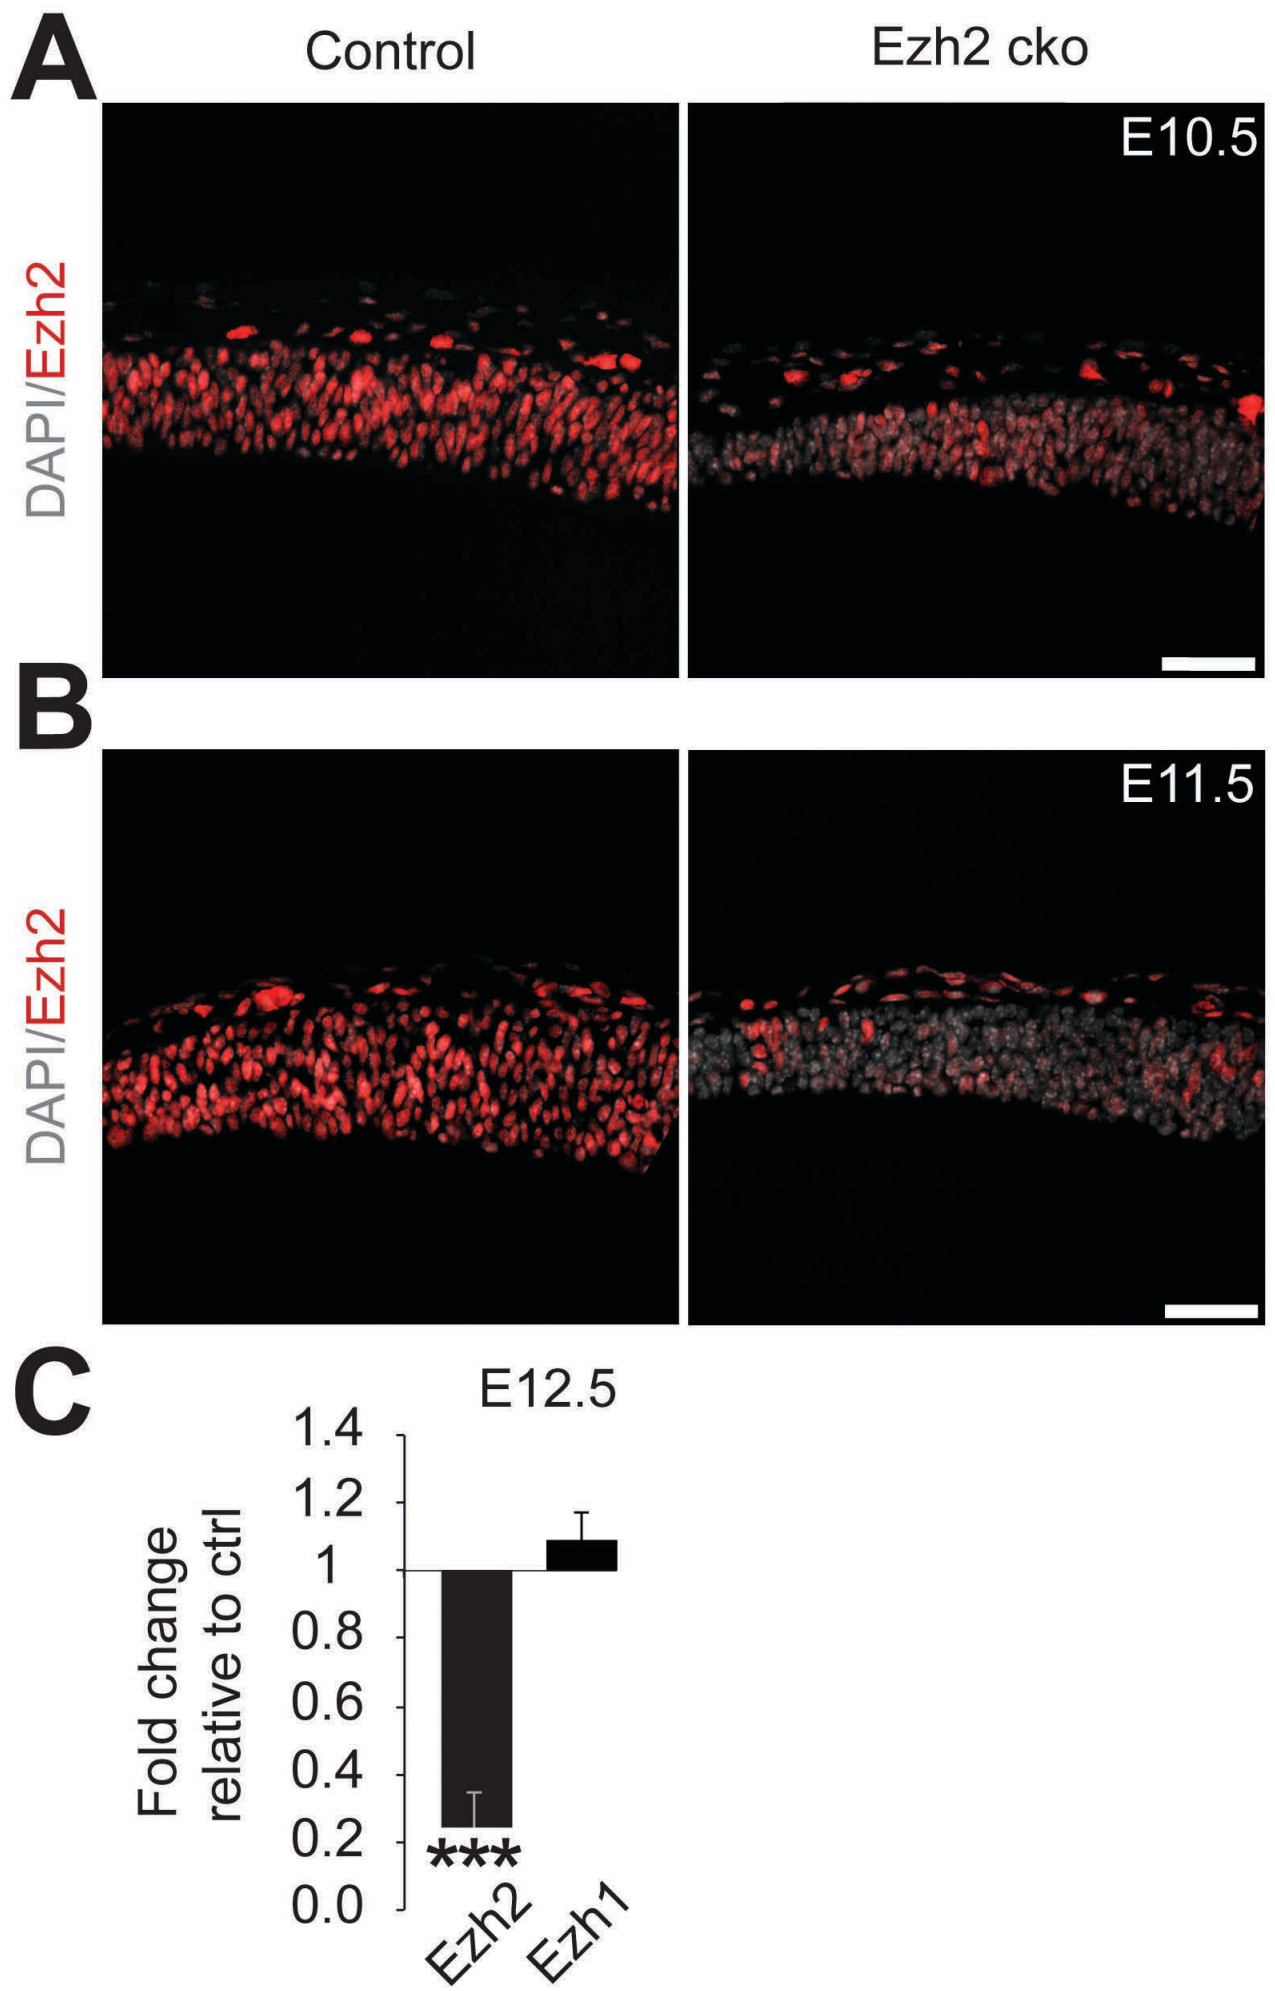

# Figure S2

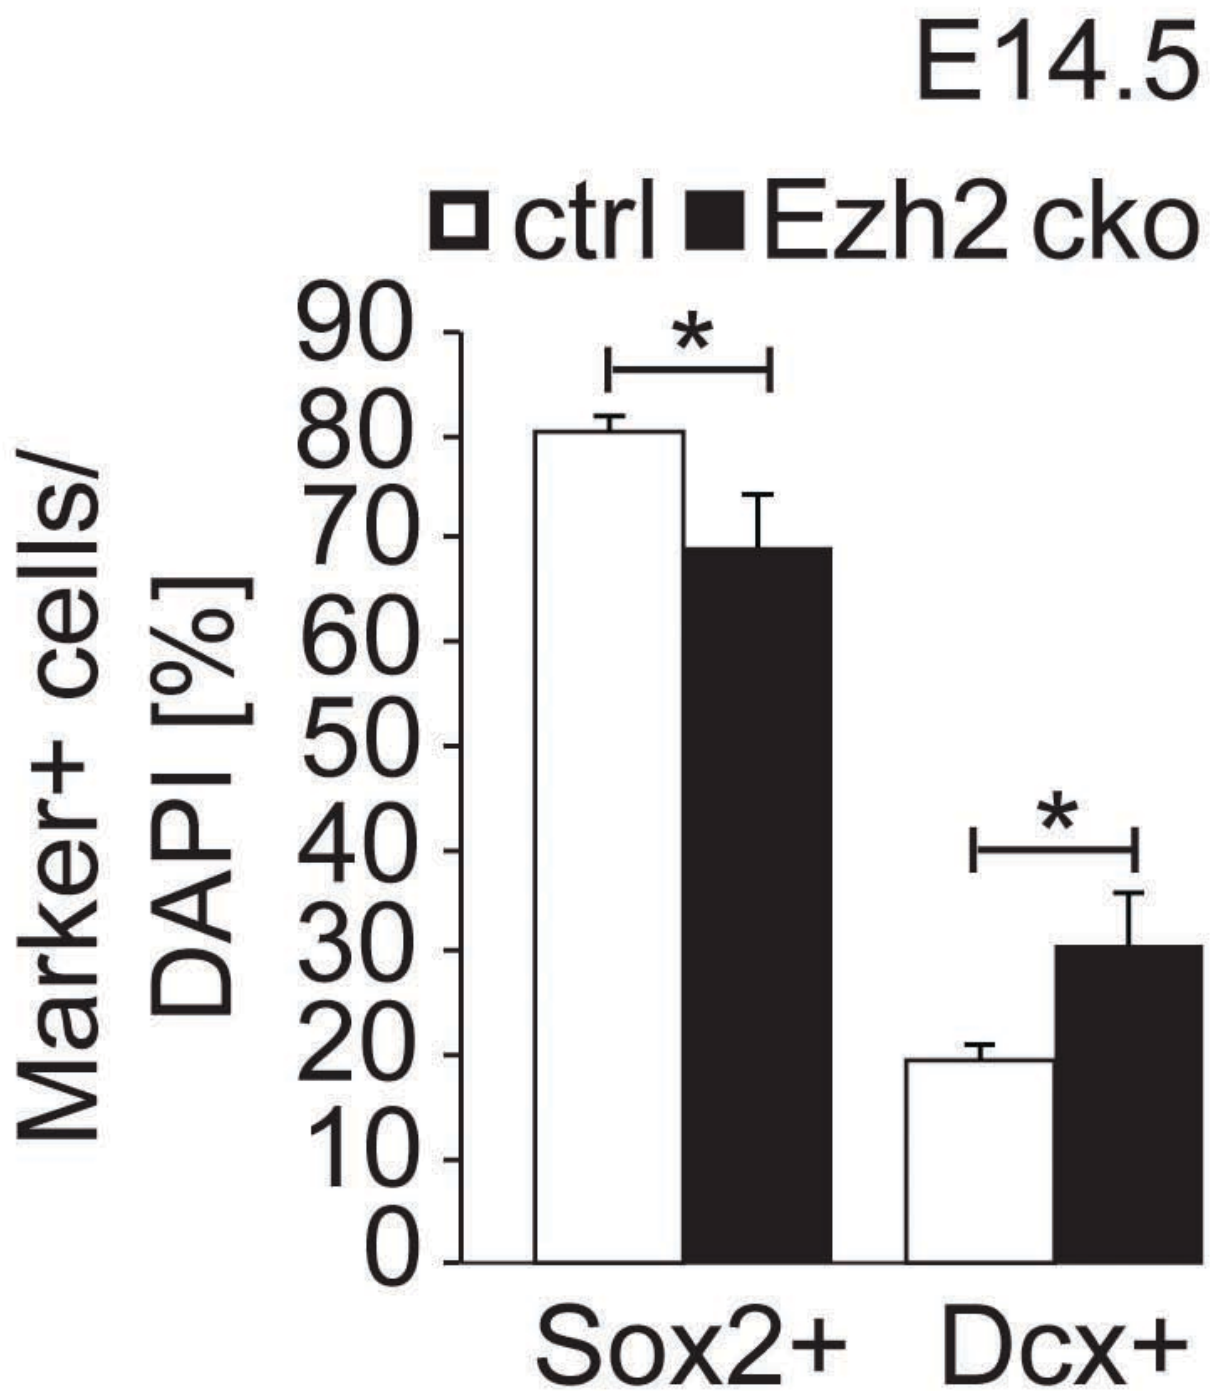

Figure S3

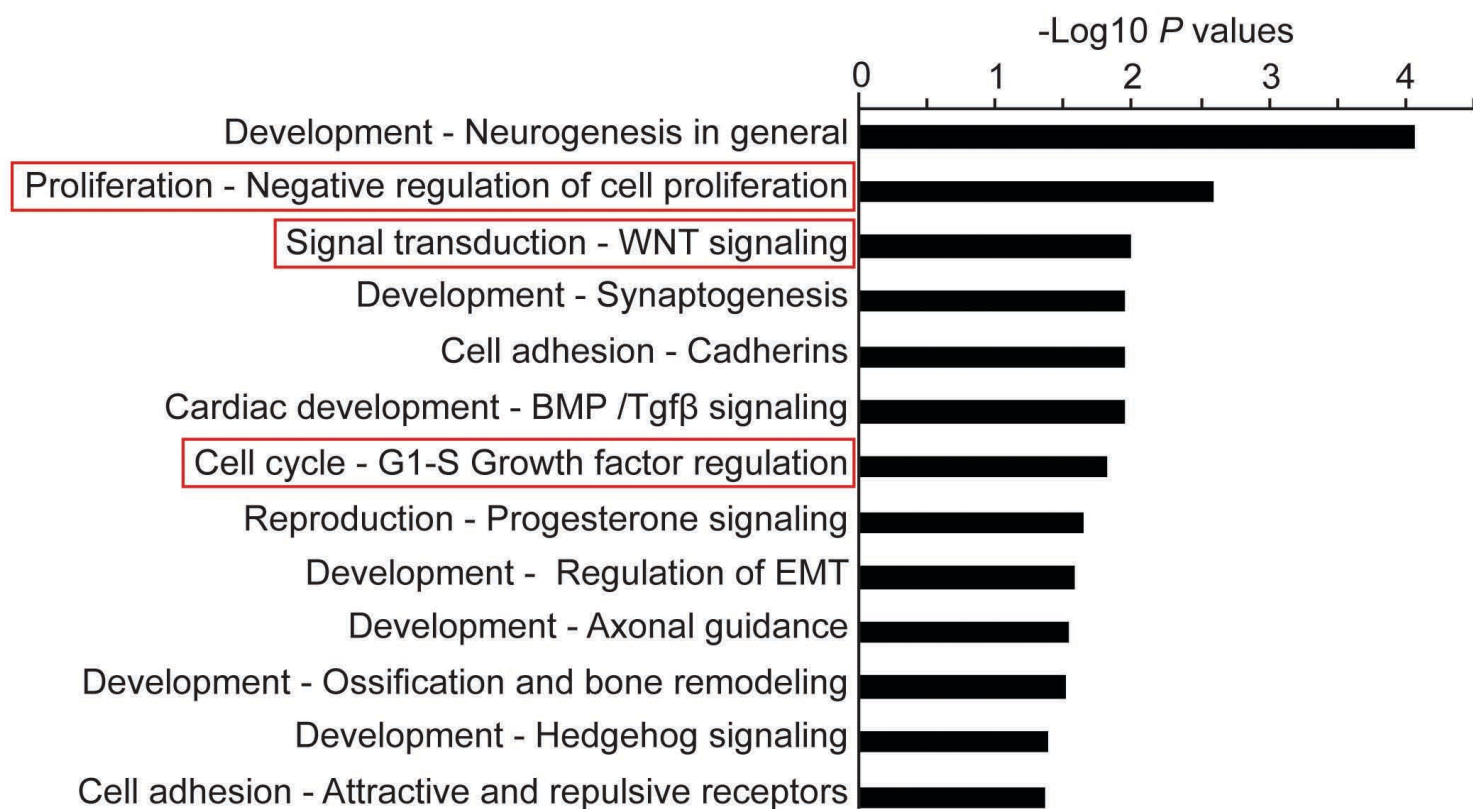

# Figure S4

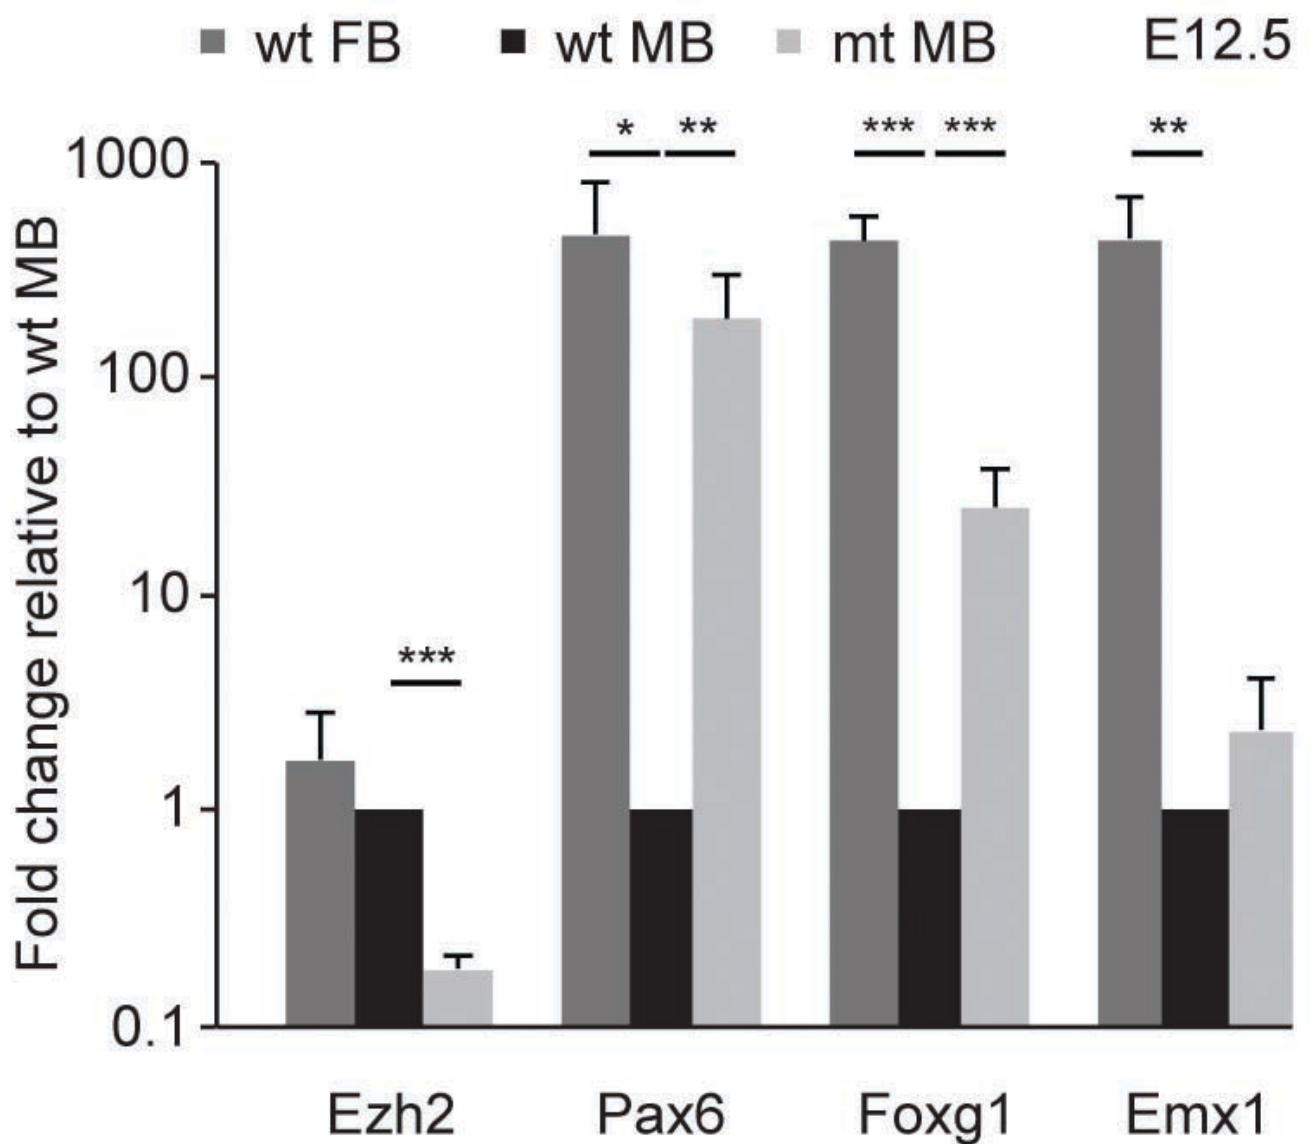

# Figure S5

**A**

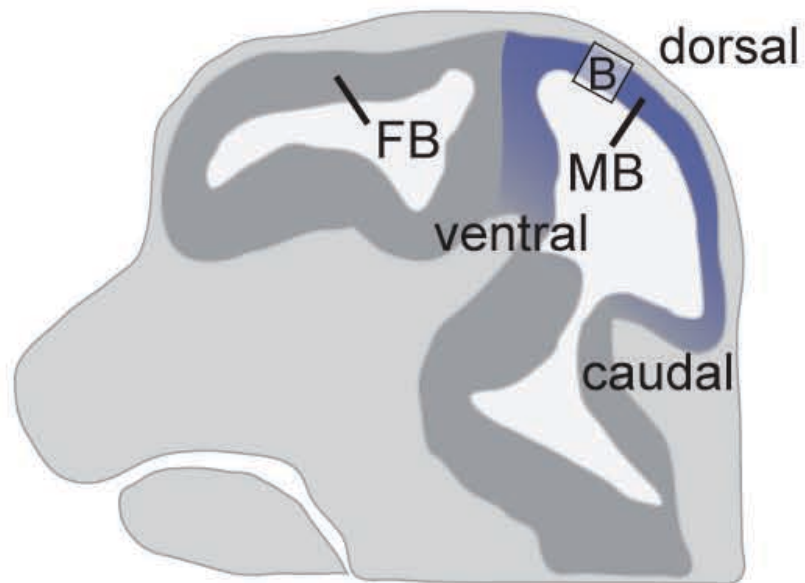

**B**

Control/R26R

Ezh2 cko/R26R

Ezh2/ $\beta$ -galactosidase

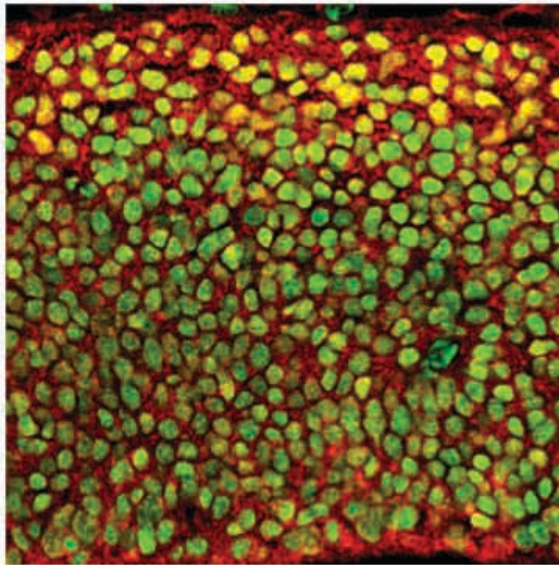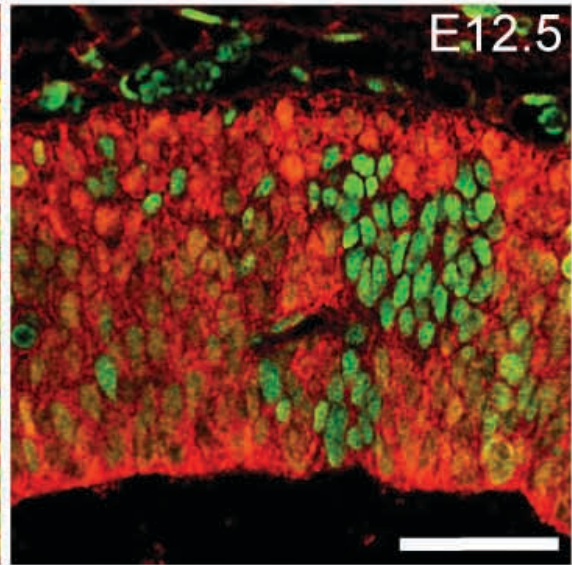

DAPI/H3K27me3

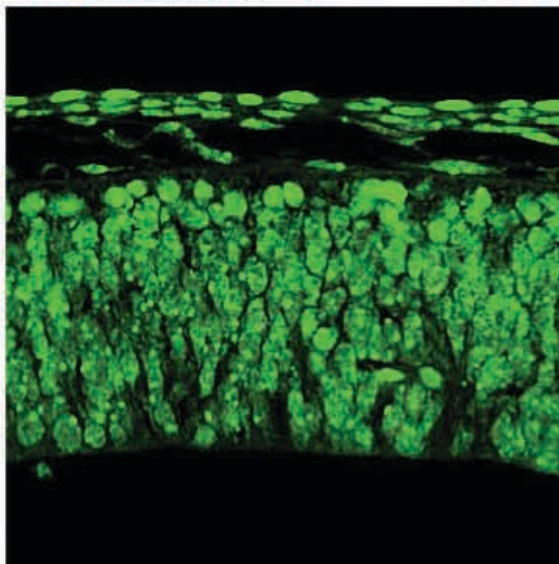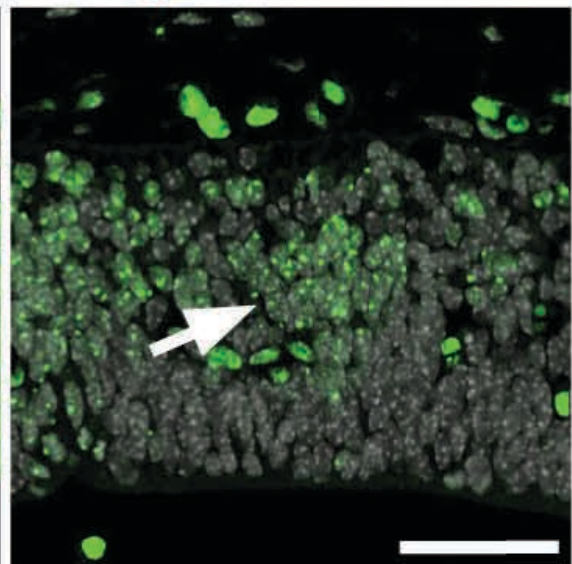

# Figure S6

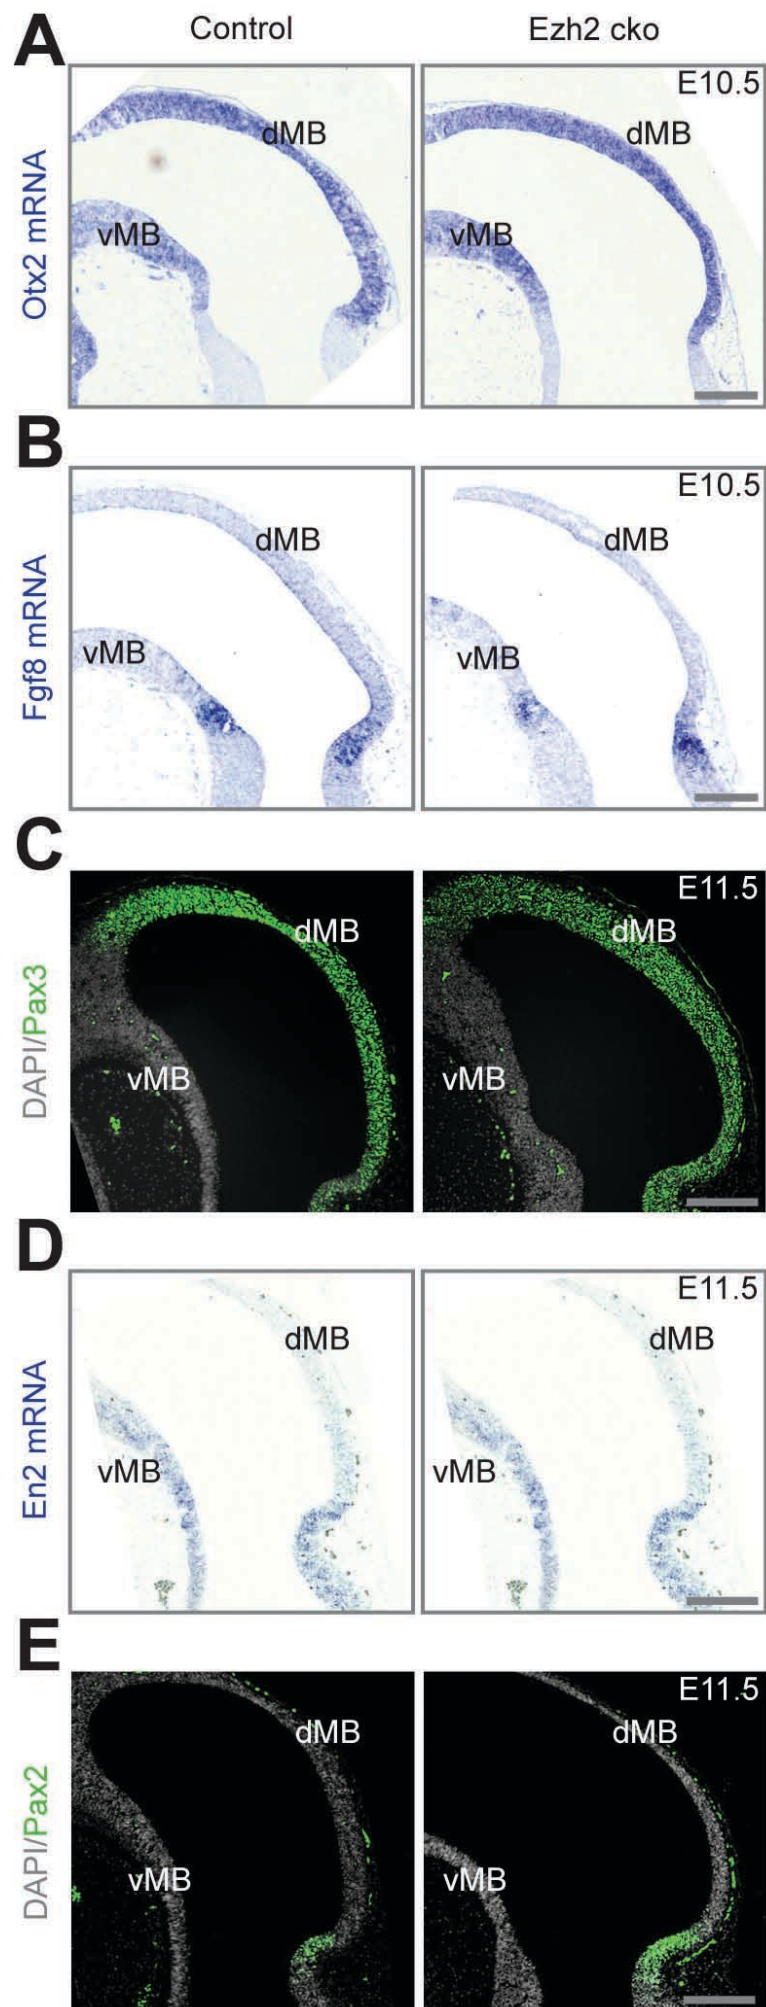

Figure S7

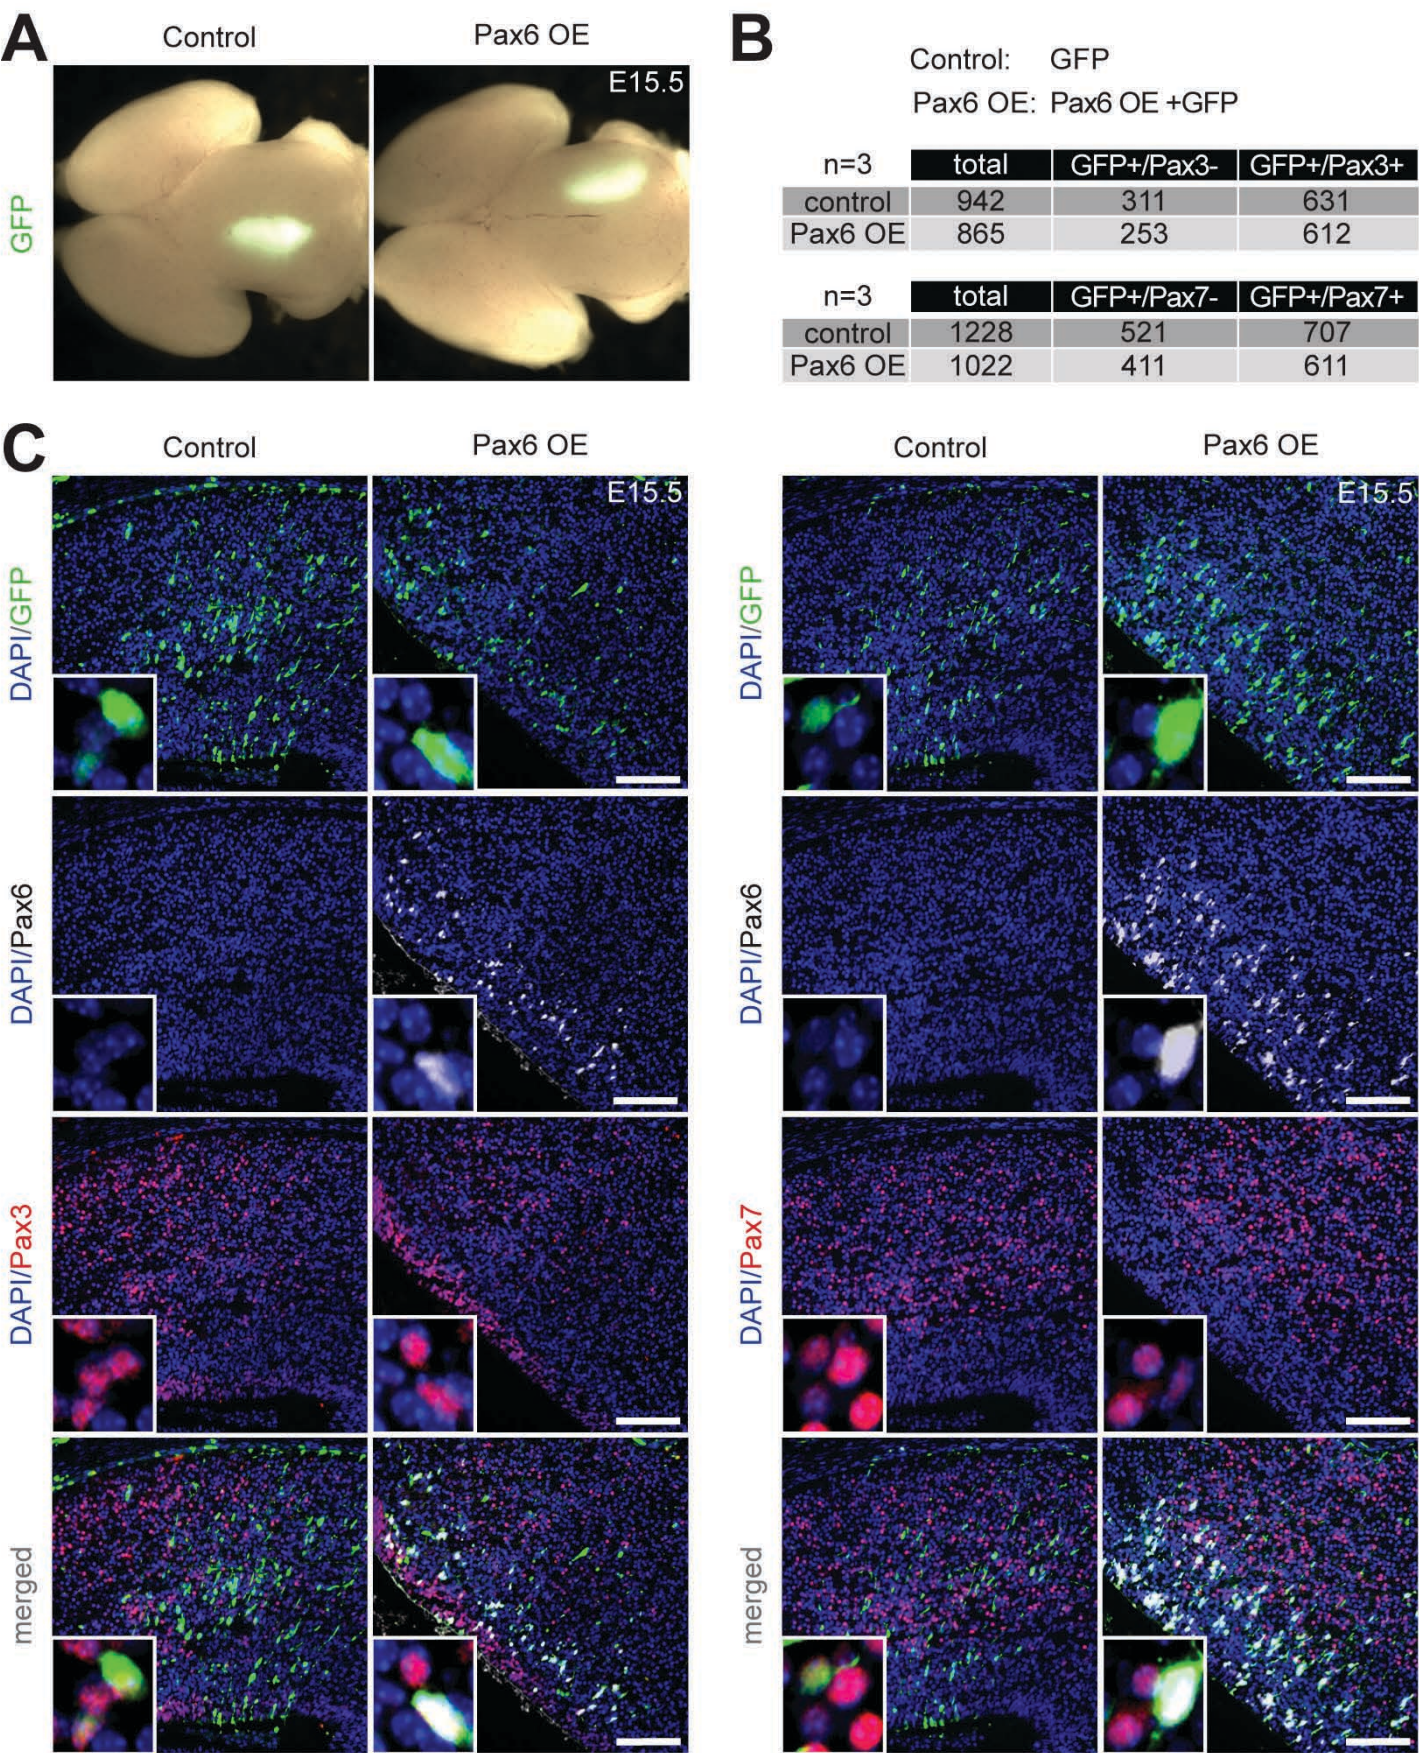

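Table S1 gives, for each of 126 probe sets, an Entrez identifier, a gene symbol and the ratio of the *Ezh2* cko to the control signal. The deposited log2 values give back every one of these ratios within 1%, the largest deviation being 0.832%. For *Dmrta1* the ratio was 2.76 here and is 2.76 in the paper's table. The table lists probe sets, not genes. Its 126 entries carry 108 different Entrez identifiers, and 4 have none. Ratios above 1 make up 114 of the entries and ratios below 1 make up 12. With limma, 117 of the entries passed a change of at least 1.75-fold with an unadjusted p of at most 0.01, and no probe set outside the table did. The other 9, for *Bcl11a*, *Cdkn2a*, *Cyp26b1*, *Eme2*, *Iapp*, *Lrrtm1*, *Nkx6-2*, *Snd1* and *Wfikkn1*, reached the fold with unadjusted p-values of 0.0129 to 0.0256. An adjusted p under 0.05 was reached by 50 of the entries.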

**Table S1 (related to Figure 3). Differentially expressed genes of E10.5 control and Ezh2 cko midbrains.**

| <b>Entrez<br/>GeneID</b> | <b>Observed<br/>probe</b> | <b>Gene</b>   | <b>Expression Ratio<br/>(Ezh2 cko/control)</b> |
|--------------------------|---------------------------|---------------|------------------------------------------------|
| 15228                    | 1418357_at                | Foxg1         | 11.44                                          |
| 15111                    | 1436041_at                | Hand2         | 5.25                                           |
| 14175                    | 1420085_at                | Fgf4          | 4.11                                           |
| 14175                    | 1420086_x_at              | Fgf4          | 3.83                                           |
| 18741                    | 1424797_a_at              | Pitx2         | 3.56                                           |
| 58801                    | 1418203_at                | Pmaip1        | 3.27                                           |
| 72388                    | 1418488_s_at              | Ripk4         | 3.02                                           |
| 14586                    | 1433716_x_at              | Gfra2         | 2.78                                           |
| 242523                   | 1441579_at                | Dmrta1        | 2.76                                           |
| 14012                    | 1416236_a_at              | Mpzl2         | 2.74                                           |
| 240041                   | 1437128_a_at              | Zfp945        | 2.72                                           |
| 12580                    | 1416868_at                | Cdkn2c        | 2.68                                           |
| 12578                    | 1450140_a_at              | Cdkn2a        | 2.67                                           |
| 69248                    | 1430350_at                | 2610035F20Rik | 2.66                                           |
| 245555                   | 1440910_at                | C77370        | 2.59                                           |
| 14807                    | 1440177_at                | Grik3         | 2.59                                           |
| 14765                    | 1455498_at                | Gpr50         | 2.59                                           |
| 14174                    | 1441914_x_at              | Fgf3          | 2.59                                           |
| 24117                    | 1425425_a_at              | Wif1          | 2.56                                           |
| 15423                    | 1422870_at                | Hoxc4         | 2.53                                           |
| NA                       | 1452493_s_at              | NA            | 2.53                                           |
| 17075                    | 1416579_a_at              | Epcam         | 2.51                                           |
| 243771                   | 1426774_at                | Parp12        | 2.50                                           |
| 18260                    | 1448873_at                | Ocln          | 2.46                                           |
| 242620                   | 1441107_at                | Dmrta2        | 2.44                                           |
| 100039596                | 1439816_at                | Tcf24         | 2.43                                           |
| 14174                    | 1441350_at                | Fgf3          | 2.42                                           |
| 15375                    | 1418496_at                | Foxa1         | 2.35                                           |
| 71653                    | 1429055_at                | 4930506M07Rik | 2.34                                           |
| 56811                    | 1420512_at                | Dkk2          | 2.31                                           |
| 12151                    | 1448733_at                | Bmi1          | 2.25                                           |
| 98363                    | 1448507_at                | Efh1          | 2.24                                           |
| 353282                   | 1434353_at                | Sfmbt2        | 2.24                                           |
| 13837                    | 1455426_at                | Epha3         | 2.22                                           |
| 277353                   | 1456515_s_at              | Tcf15         | 2.22                                           |
| 59012                    | 1422643_at                | Moxd1         | 2.21                                           |
| 211739                   | 1452065_at                | Vstm2a        | 2.20                                           |
| 18508                    | 1419271_at                | Pax6          | 2.19                                           |
| 54353                    | 1460623_at                | Skap2         | 2.16                                           |

|           |              |               |      |
|-----------|--------------|---------------|------|
| 100048658 | 1441045_at   | Ddx43         | 2.14 |
| 18260     | 1440220_at   | Ocln          | 2.11 |
| 104271    | 1420719_at   | Tex15         | 2.10 |
| 12151     | 1417493_at   | Bmi1          | 2.08 |
| 192198    | 1435832_at   | Lrrc4         | 2.08 |
| 66892     | 1417978_at   | Eif4e3        | 2.08 |
| 14394     | 1436889_at   | Gabra1        | 2.04 |
| 15512     | 1417101_at   | Hspa2         | 2.01 |
| 18933     | 1425526_a_at | Prrx1         | 2.01 |
| 66425     | 1452913_at   | Pcp4l1        | 2.00 |
| 15874     | 1437323_a_at | lapp          | 1.99 |
| 114332    | 1429379_at   | Lyve1         | 1.99 |
| 319552    | 1441161_at   | B230216G23Rik | 1.98 |
| 12238     | 1433539_at   | Commd3        | 1.98 |
| 209195    | 1454866_s_at | Clic6         | 1.98 |
| 18205     | 1434802_s_at | Ntf3          | 1.97 |
| 18997     | 1437588_at   | Pou4f2        | 1.97 |
| NA        | 1433578_at   | NA            | 1.97 |
| 14815     | 1460303_at   | Nr3c1         | 1.96 |
| 320405    | 1451499_at   | Cadps2        | 1.95 |
| 193838    | 1460628_at   | Eme2          | 1.95 |
| 12238     | 1454642_a_at | Commd3        | 1.95 |
| 329274    | 1457112_at   | Fam163a       | 1.95 |
| 74499     | 1450179_at   | Sost          | 1.94 |
| 12810     | 1423285_at   | Coch          | 1.93 |
| 329828    | 1435417_at   | Al464131      | 1.92 |
| 11847     | 1418847_at   | Arg2          | 1.92 |
| 14560     | 1424007_at   | Gdf10         | 1.90 |
| 18027     | 1456087_at   | Nfia          | 1.90 |
| 12424     | 1419473_a_at | Cck           | 1.90 |
| 13176     | 1441572_at   | Dcc           | 1.90 |
| 319887    | 1442156_at   | E030030I06Rik | 1.90 |
| 12931     | 1418476_at   | Crlf1         | 1.89 |
| 71911     | 1426959_at   | Bdh1          | 1.89 |
| 27226     | 1430700_a_at | Pla2g7        | 1.89 |
| 232174    | 1460011_at   | Cyp26b1       | 1.88 |
| 633285    | 1443437_at   | Rbm46         | 1.88 |
| 13176     | 1440487_at   | Dcc           | 1.88 |
| 22239     | 1419063_at   | Ugt8a         | 1.87 |
| 22408     | 1425377_at   | Wnt1          | 1.87 |
| 100503463 | 1457042_at   | Al256396      | 1.87 |
| 171211    | 1440162_x_at | Edaradd       | 1.86 |
| 19713     | 1436359_at   | Ret           | 1.85 |
| NA        | 1455538_at   | NA            | 1.85 |
| 192198    | 1416097_at   | Lrrc4         | 1.84 |
| 319211    | 1456387_at   | Nol4          | 1.84 |

---

|           |              |          |      |
|-----------|--------------|----------|------|
| 18028     | 1427680_a_at | Nfib     | 1.83 |
| 14025     | 1456632_at   | Bcl11a   | 1.83 |
| 20908     | 1425530_a_at | Stx3     | 1.83 |
| 20464     | 1449967_at   | Sim1     | 1.83 |
| 16011     | 1452114_s_at | Igfbp5   | 1.83 |
| 22773     | 1438737_at   | Zic3     | 1.82 |
| NA        | 1436203_a_at | NA       | 1.82 |
| 14025     | 1457072_at   | Bcl11a   | 1.82 |
| 227753    | 1436991_x_at | Gsn      | 1.82 |
| 54353     | 1418895_at   | Skap2    | 1.82 |
| 12293     | 1433643_at   | Cacna2d1 | 1.81 |
| 245527    | 1440085_at   | Eda2r    | 1.80 |
| 74342     | 1455883_a_at | Lrrtm1   | 1.80 |
| 12404     | 1423287_at   | Cbln1    | 1.79 |
| 14077     | 1416023_at   | Fabp3    | 1.79 |
| 16526     | 1449158_at   | Kcnk2    | 1.79 |
| 24113     | 1450303_at   | Vax2     | 1.79 |
| 16840     | 1460258_at   | Lect1    | 1.79 |
| 12298     | 1436912_at   | Cacnb4   | 1.79 |
| 110333    | 1438822_at   | Rmst     | 1.79 |
| 102614    | 1448845_at   | Rpp25    | 1.78 |
| 18027     | 1421163_a_at | Nfia     | 1.78 |
| 22773     | 1423424_at   | Zic3     | 1.77 |
| 71911     | 1452257_at   | Bdh1     | 1.77 |
| 58208     | 1435227_at   | Bcl11b   | 1.77 |
| 171211    | 1437800_at   | Edaradd  | 1.76 |
| 21808     | 1450923_at   | Tgfb2    | 1.75 |
| 268345    | 1455258_at   | Kcnc2    | 1.75 |
| 242509    | 1438861_at   | Bnc2     | 1.75 |
| 18208     | 1454974_at   | Ntn1     | 0.56 |
| 21350     | 1450517_at   | Tal2     | 0.54 |
| 239618    | 1456512_at   | Pdzrn4   | 0.54 |
| 100504141 | 1442377_at   | Gm20083  | 0.54 |
| 77605     | 1436596_at   | H2afv    | 0.54 |
| 74754     | 1418129_at   | Dhcr24   | 0.53 |
| 69239     | 1425408_a_at | Pdzph1   | 0.50 |
| 215001    | 1427566_at   | Wfikkn1  | 0.50 |
| 14912     | 1427420_at   | Nkx6-2   | 0.39 |
| 56463     | 1416038_at   | Snd1     | 0.36 |
| 330096    | 1438884_at   | Shisa3   | 0.25 |
| 330096    | 1460000_at   | Shisa3   | 0.21 |

---

**Table S2. Primers used for the generation of *in situ* probes by in vitro transcription.**

|               | <b>Forward</b>       | <b>Reverse</b>                               |
|---------------|----------------------|----------------------------------------------|
| <b>Cdkn2a</b> | CCGTGTGCATGACGTG     | AATTAACCCTCACTAAAGGGCATCGCTAGA<br>AGTGAAGCTA |
| <b>Wif1</b>   | TCAACTGTGACAAAGCAAAC | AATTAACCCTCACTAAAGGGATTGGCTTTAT<br>CCGAAACCT |

**Table S3. Primers used for quantitative real-time PCR on embryo tissue samples.**

|                  | <b>Forward</b>          | <b>Reverse</b>            |
|------------------|-------------------------|---------------------------|
| <b>Ezh2(SET)</b> | GTGACCACAGGATAGGCATCT   | CAAGGGATTTCATTCTCG        |
| <b>Cdkn2a</b>    | TCTGCTCAACTACGGTGCAG    | ACGATGTCTTGATGTCCCCG      |
| <b>Cdkn2c</b>    | CCTTGGGGGAACGAGTTGG     | AAATTGGGATTAGCACCTCTGAG   |
| <b>Wif1</b>      | TCTGGAGCATCCTACCTTGC    | ATGAGCACTCTAGCCTGATGG     |
| <b>Dkk2</b>      | CTGATGCGGGTCAAGGATTCA   | CTCCCCTCCTAGAGAGGACTT     |
| <b>Foxg1</b>     | AGCGACGACGTGTTTCATCG    | CCCGTTGTAAC TCAAGTGCTG    |
| <b>Pax6</b>      | CAGCTTGGTGGTGTCTTTGT    | GCAGAATTCGGGAAATGTCTG     |
| <b>Lef1</b>      | TGGTTAACGAGTCCGAAATCA   | AGAGGACGGGGCTTGTCT        |
| <b>Cnnd1</b>     | CAGAGAGCTACAGACTCCGC    | CGGTCGTTGAGGAGATTGGT      |
| <b>Dlx2</b>      | TCCTACTCCGCCAAAAGCAG    | GGAGTAGATGGTGCCTGGTT      |
| <b>Emx1</b>      | CTAAGCGGGGTTTCACCATAGA  | GCACTGGGGTGAGGATAGTTG     |
| <b>Dmrta1</b>    | CCTTTCCACGGTGACCTCAA    | CATTTTCCAAGTCTGCGCGT      |
| <b>Neurog2</b>   | TCGTCAAATCTGAGACTCTGGAG | CGG CGC AGC TCC TCG TCC T |
| <b>Pax3</b>      | CATTCGGCCTTGCGTCATTT    | GTTGTCACCTGCTTGGGTTTG     |
| <b>Pax7</b>      | TGGTGGGGTCTTCATCAACG    | CTTGCTGCCTCCGATAGCC       |

**Table S4. Primers used for quantitative real-time PCR on DNA fragments isolated in H3K27me3 ChIP assay.**

|               | <b>Forward</b>            | <b>Reverse</b>              |
|---------------|---------------------------|-----------------------------|
| <b>Int1</b>   | GCTCCGGGTCCTATTCTTGT      | TCTTGGTTTCCAGGAGATGC        |
| <b>Cdkn2a</b> | TAGCCTCAACAACATGTTACGAAA  | CAGGTTCTTGGTCACTGTGAGGATT   |
| <b>Cdkn2c</b> | ATCTAAAACAACACTGCACAAAACA | AAAATGACGTACTTTGGAGAACTG    |
| <b>Wif1</b>   | ATCAGGCTAGAGTGCTCATAGGTAA | CATAAGCCTCTAAATAGAGAATCCTGA |
| <b>Dkk2</b>   | ACTCAACTCCATCAAGTCCTCTCTA | CAAAAGCTCTGATCCCTACCTCT     |
| <b>Foxg1</b>  | TAAGACCCTCTTTGCCAAGTTTAA  | TGTAAACGTTCACTTACAGTCTGG    |
| <b>Pax6</b>   | CTTTGAGAAGTGTGGGAACCAG    | GGTTTCTATGACCTGAACACACAG    |

## Supplemental Figure Legends:

### **Figure S1 (related to Figure 1). *Ezh2* expression is lost from E10.5. (A-B)**

Confocal images of antibody staining for Ezh2 at E10.5 (A) and E11.5 (B) show loss of Ezh2 protein from E10.5 onwards. **(C)** qRT-PCR for *Ezh2* and *Ezh1* on midbrain tissue isolated at E12.5 shows downregulation of *Ezh2* but no change of expression for its homolog Ezh1. DAPI staining serves as nuclear marker: B,C; Scale bars: 40  $\mu$ m

### **Figure S2 (related to Figure 2). *Ezh2* ablation results in increased neurogenesis.**

*Ezh2*-deficient NPCs show increased neurogenesis at E14.5 as demonstrated by quantification of Sox2-positive NPCs and Doublecortin-positive (Dcx) neurons.  $n \geq 3$  in each group,  $*P \leq 0.05$ , Student's *t* test, Error bars indicate SD

**Figure S3 (related to Figure 3). Gene Ontology (GO) analysis.**

Differentially expressed genes are involved in the indicated process networks represented by the  $-\log_{10} P$  values.

**Figure S4 (related to Figure 4) Expression levels of forebrain transcription factors in Ezh2 cko midbrain do not reach those of wt forebrain.**

Comparison of mRNA levels of Ezh2, Pax6, Foxg1 and Emx1 of wt forebrain, wt midbrain and Ezh2 cko midbrain at E12.5 show an upregulation of Pax6 and Foxg1 in mt midbrain compared to wt midbrain. Expression levels of forebrain transcription factors in mt midbrains do not reach those of wt forebrain, which are approximately 600x higher than in the wt midbrain.  $n \geq 3$  in each group, 2 different litters.  $***P \leq 0.001$ ,  $**P \leq 0.01$ ,  $*P \leq 0.05$ , Student's  $t$  test. Error bars indicate SD; FB, forebrain; MB, midbrain

**Figure S5 (related to Figure 4). Incomplete Cre-mediated recombination in the dorsal midbrain. (A)**

Scheme of recombination area of the *Wnt1-Cre* line (indicated in blue) in the murine midbrain at E12.5. **(B)** Immunohistochemical detection of Ezh2 (upper panel) and H3K27me3 (lower panel) in dorsal midbrain area indicated in cartoon (A). Ablation of Ezh2 protein leads to a loss of the H3K27me3 repressive mark in the mutant. The *Wnt1Cre*-driven *R26R* reporter allele visualized by immunostaining against  $\beta$ -galactosidase (upper panel) shows partial Cre-mediated recombination in the dorsal midbrain. Areas that are not recombined still exhibit Ezh2 expression and show presence of H3K27me3 (white arrow). DAPI staining serves as

nuclear marker: B; Scale bars: B, 40  $\mu$ m; Error bars indicate SD; FB, forebrain; MB, midbrain,

**Figure S6 (related to Figure 5). Ezh2 ablation does not affect early midbrain patterning. (A-B)** *In situ* hybridizations for *Otx2* (A) and *Fgf8* (B) mRNA show no difference in E10.5 midbrain patterning upon Ezh2 loss. **(C)** Also, antibody staining for the midbrain marker Pax3 reveals no change in distribution at E11.5. **(D-E)** Transcription factors important for the establishment of the mid-hindbrain-boundary are not changed upon Ezh2 ablation at E11.5 shown by *in situ* hybridization for En2 (D) and immunostaining against Pax2 (E). DAPI staining serves as nuclear marker: C, E; Scale bars: A, B, 100  $\mu$ m; C, D, E, 200  $\mu$ m; dMB, dorsal midbrain; vMB, ventral midbrain

**Figure S7 (related to Figure 6). Pax6 does not directly repress Pax3 and Pax7. (A)** Dissected E15.5 brains expressing GFP in the dorsal midbrain after *in utero* electroporation at E13.5. **(B)** Upper panel: A Pax6 overexpression construct together with a GFP vector (Pax6OE) or a GFP vector alone (Control) were delivered by *in utero* electroporation (IUE) into the dorsal midbrain at E13.5. Two days later brains were analyzed for the expression of midbrain markers *Pax3* and *Pax7*. Lower panel: Number of cells quantified for the different conditions are listed in the tables. n = 3 in each group **(C)** Representative images of coronal sections of electroporated midbrains used for quantification of GFP+ cells. Immunostaining for GFP, Pax6, Pax3 or Pax7

in combination with DAPI as nuclear marker. Insets show magnifications of single- or double-labeled cells of the respective stainings. Scale bars: 100  $\mu\text{m}$

How the deposited data were processed for this re-analysis (not part of the article)

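Gene expression was measured in dorsal midbrain of 3 control and 3 *Ezh2* cko samples at embryonic day 10.5, each group from 2 litters according to the methods, with 1 Affymetrix A430 array per sample. The submitters summarised and normalized the arrays with RMA; the software version is not given. The deposited values are log2 signals, 1 per probe set. The quartiles of the 6 arrays are nearly equal (medians 5.68 to 5.72), which RMA's quantile step gives. Array signals carry no depth. The number of arrays limits the precision, and other limits were not compared with it.

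The 64 control probe sets of the manufacturer were left out, and the other 45037 were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with the default prior), *Ezh2* cko minus control with no other term. p-values were adjusted with the Benjamini-Hochberg method over all probe sets tested. Counts were made at an adjusted p under 0.05 and at the thresholds of the methods, a change of at least 1.75-fold either way with an unadjusted p of at most 0.01. The methods name no test for the arrays; the general statistics paragraph names an unpaired test between groups, which was run as an alternative. Gene symbols were taken from the platform's annotation through Entrez identifiers, of which 34741 of 34945 matched the table of current symbols made on GRCm38.p6. That table was otherwise used only for the order of genes. A gene with several probe sets is represented by the one with the highest mean over all arrays, and the other probe sets were checked for a different direction or call.

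The genes named in the text follow a rule fixed before the data were examined, although Table S1 had been read by then: the 10 largest rises and the 10 largest falls among genes past the adjusted p with no overlap between the groups, every gene the paper names for these arrays or in its text, and up to 4 members of each gene list with the largest absolute log2 difference. Where fewer than 10 genes passed, as among the falls, genes past the threshold of the methods alone were added and are said to miss the adjusted p. The 29 gene lists were fixed at the same time: cell cycle inhibitors, proliferation genes, Wnt inhibitors, Wnt target genes, Wnt ligands and receptors, forebrain, diencephalon, and midbrain and isthmus genes, ventral midbrain and floor plate genes, Hox genes, Polycomb components, mesoderm, endoderm and limb transcription factors, markers of mesenchyme, neural crest, surface ectoderm and epithelium, erythroid cells, endothelium, macrophages, neural progenitors and neurons, proneural genes, p53 targets, germline genes, FGF, BMP and TGF-beta and axon guidance genes, cholesterol synthesis genes, immediate early and stress genes, and sex genes. They were tested with camera at a preset correlation of 0.01 on 1 probe set per gene, and the p-values were adjusted over the lists. List members without a probe set of their own, such as *Pax2*, are not analysed. Some genes that the rule would name are not reported here, in the text, in the figure of forebrain genes or in the table of flagged results, but they stay in the counts and in the tests of lists.

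Alternatives were the unpaired test of the methods, a trended and robust variance prior, array weights, a filter on dim probe sets, quantile normalization again, median centring, cyclic loess, removal of probe sets that may cross-hybridise, the replicate number as a block, leaving out each array in turn, other thresholds and another choice of probe set per gene. For the lists they were an estimated correlation, fry, and removal of the members in Table S1. Alternatives chosen after the data were seen were the mean of the neuron markers as a term of the model, leaving out genes on the X and Y chromosomes, and leaving out together the control and the *Ezh2* cko array farthest out on the first principal component. The procedure was tested on simulated data with the means and variances of these arrays: over 20 runs, limma found 99.1% of changes of 1 log2 unit and 100% of changes of 2 at the adjusted p, 7.2% of its calls were false, and camera found a list of 20 genes shifted by 0.3 in 20 of 20 runs and an unshifted list in 0. This noise was drawn independently for each gene, so it does not test camera on genes that vary together. On the real arrays, some differences over 1 log2 unit with a wide spread did not pass in limma. *Hand2* was at 2.39 (adjusted p = 0.108) and *Cdkn2a* at 1.42 (adjusted p = 0.542). The simulated shares therefore do not show that a gene not past the test changed by less than 1 log2 unit.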

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

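All tests of explanations in this part were chosen after the results were seen. Genes outside those the paper's text discusses were among the 10 largest rises past the adjusted p: the log2 difference, *Ezh2* cko minus control, was 1.71 for *Pmaip1*, 1.59 for the kinase gene *Ripk4*, 1.45 for the adhesion gene *Mpzl2*, 1.41 for *2610035F20Rik*, 1.37 for *Nexmif* and 1.37 for the orphan receptor gene *Gpr50*, with every *Ezh2* cko array above every control array. *H2az2* had a difference of -0.72, with every *Ezh2* cko array below every control. Other probe sets of the genes that rose were less far apart: 3 of *Nexmif* gave 0.02, -0.22 and 0.09, 1 of *Gpr50* 0.09, 1 of *Ripk4* 0.34 and 2 of *Mpzl2* 0.26 and 0.62, none past the adjusted p. Over the mean of all its probe sets *Nexmif* was at 0.32 (adjusted p = 0.152) and did not pass. *2610035F20Rik* lost its call without any 1 of the controls or *Ezh2* cko replicate 1 (adjusted p-values of up to 0.106), and *Nexmif* without control replicates 2 or 3 or *Ezh2* cko replicates 2 or 3 (up to 0.0667).

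Gene groups the paper does not discuss also passed camera and fry toward higher signal. Of 40 mesoderm, endoderm and limb transcription factors, 1 rose and none fell (10 higher and 2 lower when adjusted over the list alone), with a median log2 difference of 0.10 (camera adjusted p = 3.51e-06, and adjusted p = 0.104 with an estimated correlation). The largest difference in this list was that of *Hand2*, at 2.39 (adjusted p = 0.108), while its other 2 probe sets gave -0.08 and 0.02. Of 20 FGF ligands and feedback genes, *Fgf3* rose 2.59-fold (adjusted p = 0.00441) and none fell (3 higher when adjusted over the list alone). Of the probe sets of *Fgf4*, 2 rose 4.11-fold (adjusted p = 0.0146) and 3.83-fold (adjusted p = 0.0264), while the one that represents the gene gave a log2 difference of -0.11 and another 0.16. The list had a median of 0.093, and of up to 0.157 without single arrays (camera adjusted p = 0.000486, and adjusted p = 0.135 with an estimated correlation). Of 23 germline genes, *Tex15* and *Ddx43* rose 2.10-fold (adjusted p = 0.0224) and 2.14-fold (adjusted p = 0.00799) and none fell (3 higher when adjusted over the list alone). The median of the germline list was -0.011 while its mean was 0.14 (camera adjusted p = 0.0334, and adjusted p = 0.189 with an estimated correlation), so the list's call rests on few members. It was lost without the 3 members in Table S1 and without any 1 of control replicates 2 and 3 and *Ezh2* cko replicate 3, with camera adjusted p-values of up to 0.671 and 0.101. *Tex15* lost its call without any array but *Ezh2* cko replicate 2 (adjusted p-values of up to 0.116).

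Of the forebrain transcription factors 4 rose, among them *Dmrta1*, *Dmrta2* and *Vax2*, and forebrain tissue in the dissections may raise such genes. Over all 32 members of the list the median log2 difference was 0.16 (SD 0.70), against 0.84 for the smallest of the 4 genes. Members that did not rise ranged from -0.39 for *Hesx1*, -0.10 for *Fezf2*, -0.04 for *Emx1* and 0.04 for *Six3* to 0.49 for *Lhx2*, 0.51 for *Vax1*, 0.75 for *Bcl11a* and 0.82 for *Bcl11b*. Forebrain tissue and a change in the midbrain cells cannot be told apart, since members went both ways and the tables do not show which of them are abundant in forebrain at this stage. None of these members is in another list, and 7 of the 32 on the list are in Table S1. Loss of Ezh2, the difference the design names, stays open as an untested explanation, as do litter, which the labels do not give, and the genotype of the controls, for which they do not tell the 2 kinds in the methods apart. The methods call the control animals littermates, but the labels do not show which arrays share a litter.

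*Epcam* and *Cdh1* were higher, and surface ectoderm in the dissections may raise them. Over all 24 epithelium markers the median log2 difference was 0.032 (SD 0.44), against 0.77 for *Cdh1*, but *Ocln* among them was at 1.08 (1.30 for its other probe set, adjusted p = 0.0273), *Cldn7* and *Spint1* at 0.61, *Dsp* at 0.53, *Spint2* at 0.63, the keratin genes *Krt8* and *Krt18* at 0.09 and 0.42 and *Esrp1* at -0.63. The median of the list ranged from 0.0087 to 0.137 without single arrays, and was 0.344 without dim genes. Surface ectoderm and a change in the midbrain cells cannot be told apart, since members of the list went both ways. In this list, 1 member is in another list and 2 are in Table S1. Loss of Ezh2 stays open, as an explanation that was not tested.

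Neuron, mesenchyme and macrophage markers were on average higher, although none of them passed over all probe sets tested. Control replicate 1, which had the lowest medians of these lists, may account for much of the difference. Between group means of the medians per array, the difference without it was 0.18 (standard error 0.18) against 0.33 with it for neuron markers, 0.10 (0.10) against 0.24 for mesenchyme markers and 0.10 (0.10) against 0.23 for macrophage markers. That array was picked for its low medians, so leaving it out had to shrink each difference. These values therefore cannot tell the array apart from a difference between the groups, for any of these lists. Without control replicate 1 the neuron and mesenchyme lists still passed camera (camera adjusted p-values 0.000221 and 0.00815) and the macrophage list did not (0.0938). None of these lists passed with all arrays and an estimated correlation (camera adjusted p-values 0.321, 0.321 and 0.406). Without *Ezh2* cko replicate 3 the median log2 difference of neuron markers was 0.225, against 0.230 without control replicate 1 and 0.363 with all arrays. Those of mesenchyme and macrophage markers were 0.132 and 0.131 without *Ezh2* cko replicate 3, and 0.075 and 0.073 without control replicate 1. Control replicate 1 is also the 1 array with a high *Xist* signal (11.7, against 5.13 to 5.36 on the others), and the sex of the embryos cannot be told apart from that array because it is alone among the controls. Developmental stage and loss of Ezh2 stay open and were not tested.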

How the results depend on the processing

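The tests with the neuron markers as a term, without genes on X and Y, and with 2 arrays against 2 were chosen after the data were seen. At the threshold of the methods the count of 117 stayed within 1.5 times under every other normalization, filter and variance model and with array weights, and came to 61 with the methods' unpaired test, 283 at 1.5-fold and 49 at 2-fold, and to 93 to 148 without single arrays. The share higher, 92.3%, was 96.7% with the methods' test, 87.3 to 96.6% without single arrays, 79.1% with the neuron markers and 80.6% with 2 arrays against 2. At the adjusted p the count of 85 was 0 with the methods' test (3400 probe sets had an unadjusted p under 0.05 in limma), 111 with the trended and robust prior, 25 at an adjusted p of 0.01, 166 at 0.1, 9 with the neuron markers, 4 with 2 arrays against 2 and 21 to 46 without single arrays, where fewer arrays give the test less to work with. With 1 probe set per gene tested alone, 110 genes were higher and 2 lower, against 58 and 1 by the same probe sets when all were tested. The share higher at the adjusted p, 97.6%, was 77.8% with the neuron markers, 100% with 2 arrays against 2 and 88.6 to 97.0% without single arrays. Of the 126 entries of Table S1, 117 passed the threshold of the methods, and 61 with the methods' test, 63 with the neuron markers, 67 with 2 arrays against 2 and 77 to 106 without single arrays. Of 10 splits of the arrays the real one gave 117 and the highest other 21 at the threshold of the methods, 85 and 0 at the adjusted p, and 18 and 11 lists past camera; 1 split of 10 reached the real value each time, and 10 are too few for a share under 0.05. With the replicate number as a block, 123 and 59 probe sets passed. The residual correlations of paired numbers were 0.06, -0.20 and 0.06. Yet the centred mean of the neuron markers rose with the replicate number in both groups. It was -0.42, -0.06 and -0.01 in the controls and -0.07, 0.18 and 0.37 in the *Ezh2* cko. These values cannot decide whether the numbers pair the samples, since they point different ways.

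Of the 29 lists, 18 passed camera, 0 with an estimated correlation, 8 with fry, and 16 to 18 without single arrays. Without single arrays the median log2 difference ranged from 0.094 to 0.204 for cell cycle inhibitors, 0.125 to 0.237 for midbrain and isthmus genes, 0.095 to 0.189 for Wnt targets, 0.085 to 0.157 for FGF genes, 0.066 to 0.163 for mesoderm, endoderm and limb transcription factors, 0.225 to 0.443 for neuron, 0.075 to 0.358 for mesenchyme and 0.073 to 0.260 for macrophage markers. With an estimated correlation the adjusted p was 0.254 for cell cycle inhibitors, 0.135 for Wnt inhibitors, 0.193 for Wnt targets, 0.135 for Wnt ligands and receptors, 0.135 for forebrain transcription factors and 0.209 for midbrain and isthmus genes. With fry it was 0.151 for cell cycle inhibitors, 0.132 for Wnt targets and 0.132 for midbrain and isthmus genes. Among the genes checked under each alternative, 23 passed the adjusted p, and each kept its direction under every alternative that could be fitted. With the mean of all probe sets of a gene 21 of them kept the call, and the smallest share of the log2 difference kept was 0.23, for *Nexmif*; *Nexmif* (0.32, adjusted p = 0.152) and *Fzd6* (0.28, adjusted p = 0.208) lost it. Without dim probe sets 16 of the 23 could be fitted, and 21 without probe sets that may cross-hybridise or without genes on X and Y. Over 221 fits of these genes under the alternatives fixed before the data were examined, other than leaving out an array, 191 kept the call and 30 lost it, 23 of them with the methods' test, and over 138 that left out an array, 85 kept it and 53 lost it. Over 67 fits under the alternatives chosen after the data were seen, 28 kept it and 39 lost it, with 3 of the 23 genes still past the adjusted p with the neuron markers and 4 with 2 arrays against 2. The cause was not tested for the normalizations, the neuron markers or the block. *Ezh2* (log2 difference 0.05) passed under none, at 0.03 to 0.08 without single arrays. A change too small to stand above the background signal of its probe set is missed in all of these, and the deposited values do not give that background.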

Differences from the paper's values

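No value of the paper's text or of Table S1 that was recomputed differed by more than the replicate spread and 1.5 times. The paper gives 126 differentially expressed genes, 114 of them higher, at its stated thresholds; here 117 probe sets passed the same thresholds with limma, 108 of them higher. The paper's 126 are the probe sets of its Table S1, which carry 108 different Entrez identifiers. No setting gave 126 probe sets, and the nearest count was 123 with the replicate number as a block. With the methods' unpaired test 61 passed.

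The paper names *Cdkn2a*, which it also found higher by quantitative RT-PCR and in situ hybridization at later stages, among the derepressed genes. Its ratio was 2.67 here and is 2.67 in the paper's table, but its unadjusted p was 0.0211 from limma and 0.122 from the methods' test, and its adjusted p was 0.542. Of the settings run, leaving out *Ezh2* cko replicate 2 brought it past both thresholds of the methods (log2 difference 1.79, unadjusted p of 0.00861), and none brought it past an adjusted p of 0.05. *Cdkn2c*, named beside it, passed both (2.68 here and 2.68 in the paper's table). The paper calls *Wif1* and *Dkk2* significantly upregulated, from quantitative RT-PCR at a later stage as well as from these arrays. Only the arrays were tested here. *Wif1* passed, while *Dkk2*, at 2.31 here and 2.31 in the paper's table, passed the thresholds of the methods but not the adjusted p, which ranged from 0.0805 to 0.834 over 19 settings, 3 of them chosen after the values were seen.

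Of the 8 other entries of Table S1 with an unadjusted p over 0.01, each passed the thresholds of the methods under at least 1 setting. With the replicate number as a block *Bcl11a*, *Cyp26b1*, *Iapp*, *Nkx6-2*, *Snd1* and *Wfikkn1* passed, *Lrrtm1* passed without *Ezh2* cko replicate 1 and *Eme2* without control replicate 2. *Pax6* was at 2.19 here and is at 2.19 in the paper's table for the probe set listed there. The adjusted p of the listed set ranged from 0.129 to 0.715 over the same 19 settings. The 4 other probe sets of the gene had log2 differences between -0.10 and 0.10. One of them was at 6.19 in controls and the others at 3.54 to 4.63, below the listed set at 5.41. Flat values at such low signals do not show that *Pax6* was unchanged. The paper also reports its rise by quantitative RT-PCR and immunostaining at later stages.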

Other observations

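Other gene groups held few members that passed the test. Of 27 Polycomb components, *Bmi1* rose and 26 did not pass (1 when adjusted over the list alone), with a median log2 difference of -0.01 and camera toward higher signal (adjusted p = 0.323); *Ezh1* had a difference of -0.03 (adjusted p = 0.963). None of 33 Hox genes passed over all probe sets tested, 1 (*Hoxc4*, 1.34, adjusted p = 0.159) was higher when adjusted over the list alone, and their median was 0.02 (camera adjusted p = 0.00724, and adjusted p = 0.445 with an estimated correlation), a call lost without dim genes (0.518) and without control replicates 2 or 3 or *Ezh2* cko replicate 3 (camera adjusted p-values of up to 0.091). None of 14 neural progenitor markers passed (3 higher and 1 lower when adjusted over the list alone, median 0.00, camera adjusted p = 0.224), nor any of 14 proneural genes (none when adjusted over the list alone, median 0.10, camera adjusted p = 0.34). *Sox2* had a difference of 0.03 (adjusted p = 0.969), *Neurog2* of 0.10 (adjusted p = 0.972), *Dcx* of 0.41 (adjusted p = 0.725), *Ccnd1* of 0.00 (adjusted p = 0.999), *Lef1* of 0.26 (adjusted p = 0.54) and *Ctnnb1* of 0.03 (adjusted p = 0.953) at this stage. Without single arrays *Neurog2* ranged from -0.29 to 0.44, *Dcx* from 0.21 to 0.58, *Sox2* from -0.03 to 0.11 and *Ccnd1* from -0.05 to 0.04.

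None of 8 neural crest markers passed (3 higher when adjusted over the list alone, median 0.08, camera adjusted p = 0.00793, and adjusted p = 0.189 with an estimated correlation). The median of this list ranged from 0.051 to 0.136 without single arrays, and the list did not pass with fry (adjusted p = 0.0801). None of 9 erythroid (median -0.08, camera adjusted p = 0.455) or 15 endothelial markers (0.06, camera adjusted p = 0.271), 17 cholesterol synthesis genes (0.01, camera adjusted p = 0.543), 14 immediate early and stress genes (-0.02, camera adjusted p = 0.641) or 4 sex genes (1.58, camera adjusted p = 0.323) passed, and of these lists 2 stress genes, *Hspa1a* and *Hspa1b*, were higher when adjusted over the list alone. The mean and the camera direction of the cholesterol synthesis list differed in sign, as did the median and the camera direction of the stress list. The median of the sex genes reflects control replicate 1 alone.

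Genes around *Ezh2* were compared with the rest, since the floxed allele was made in embryonic stem cells. By the methods the controls carry this allele too, alone or beside a wild-type one, while the labels call them only WT. If the methods hold, the groups share the DNA around it in part or in full. The comparison therefore cannot decide whether that DNA has an effect. Among 202 probe sets of the 50 nearest genes on each side, 1 (*Parp12*) passed the threshold of the methods, or 0.495%, against 0.259% elsewhere (Fisher's exact test, two-sided, p = 0.409). With 25 genes on each side 0 of 87 passed (p = 1 in the same exact test), and with 100 genes 3 of 421, for *Parp12* and *Skap2*, passed (p = 0.0972 in the same exact test).

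A hypothesis formed after the data were seen was that genes that rose may lie near one another on the chromosomes. Of 57 such genes with a position, 10 had another within 5 genes in the order of genes on the array, against a mean of 1.73 in 10000 random draws (permutation test, p = 0.0014, at most 10 in any draw). The pairs, named after their values were seen, include *Bmi1* and *Commd3*, *Cdkn2c* and *Dmrta2*, *Ooep* and *Ddx43*, and *Ephb1* and *Ky*. *Bmi1* and *Commd3* are adjacent, and transcripts that read through both were not excluded. The test says nothing of why neighbors rose together, and whether they share H3K27me3 was not measured on these arrays.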
